# Roles of IGFBP-3 in cell migration and growth in an endophytic tongue squamous cell carcinoma cell line

**DOI:** 10.1038/s41598-022-15737-y

**Published:** 2022-07-07

**Authors:** Esther Feng Ying Ng, Atsushi Kaida, Hitomi Nojima, Masahiko Miura

**Keywords:** Oral cancer, Cell growth, Cell migration, Growth factor signalling, Time-lapse imaging

## Abstract

Insulin-like growth factor binding protein-3 (IGFBP-3) is a member of the IGFBP family that has high affinity for IGFs and functions as either an oncogene or tumor suppressor in various types of cancer. We previously found that *IGFBP3* mRNA levels are higher in endophytic-type human tongue squamous cell carcinoma (TSCC) that is more invasive and more prone to metastasis than exophytic and superficial types. This finding prompted us to investigate the roles of IGFBP-3 in TSCC using SAS cells, which were originally derived from endophytic-type TSCC. Specifically, we used SAS cells that express a fluorescent ubiquitination-based cell-cycle indicator (Fucci). RNA-sequencing analysis indicated that IGFBP-3 is associated with cell migration and cell growth. In fact, IGFBP-3 knockdown downregulates cell migration and causes cells to arrest in G_1_. This migratory potential appears to be cell cycle–independent. IGFBP-3 knockdown also reduced levels of secreted IGFBP-3; however, decreased migratory potential was not rescued by exogenous recombinant human IGFBP-3. Furthermore, ERK activity was downregulated by IGFBP-3 depletion, which suggests that MEK/ERK signaling may be involved in IGFBP-3-mediated cell migration. We therefore conclude that intracellular IGFBP-3 enhances cell migration independently of the cell cycle in TSCC with a higher metastatic potential.

## Introduction

Insulin-like growth factors (IGFs) circulate in the bloodstream and play important roles in tumor development, growth, and metastasis by interacting with IGF-I receptor (IGF-IR)^1–3^. Insulin-like growth factor binding protein-3 (IGFBP-3) is one of six members of the IGFBP family and has high affinity for IGF-I and -II^4,5^. Due to the secretory signal peptide sequence in IGFBP-3, IGFBP-3 is found not only inside the cell but is also secreted into blood plasma^6^. Secreted IGFBP-3 can bind to IGFs and increase their half-life. Moreover, the binary complex of IGFBP-3 and IGFs can interact with the acid-labile subunit and form a ternary complex, leading to further stabilization of IGFs^7^. Therefore, IGFBP-3 may inhibit IGF-IR signaling by antagonizing IGFs, resulting in inhibition of cell survival and sensitization to chemotherapy^5,8^. Furthermore, IGFBP-3 exerts growth inhibitory effects by interacting with transforming growth factor-β (TGF-β) receptor and Bcl-2-associated X protein (BAX) independently of IGFs^9–13^.

Increasingly, however, studies have found evidence in support of an oncogenic role for IGFBP-3. High levels of IGFBP-3 expression have been detected in head and neck cancer^14^ and are correlated with poor clinical outcomes in breast cancer^15,16^. Exogenous IGFBP-3 is also known to promote cell migration by upregulating transcription of the gene that encodes vascular cell adhesion molecule 1 (VCAM-1) in osteosarcoma cells^17^. Thus, IGFBP-3 may act as either an oncogene or tumor suppressor depending on cellular context and tumor type.

Tongue squamous cell carcinoma (TSCC) is among the most common head and neck squamous cell carcinomas (HNSCCs) and is classified into three groups according to macroscopic appearance, namely superficial, exophytic, and endophytic. In general, endophytic-type TSCC is more invasive and more prone to metastasis than other types. Moreover, clinical outcomes in patients with endophytic-type TSCC are generally poor^18–21^. We have previously identified 26 genes that are overexpressed specifically in endophytic-type TSCC, compared with other types, by gene expression microarray analysis using clinical biopsy samples. Among the genes identified*, PARVB* expression was clinically correlated with increased frequency of cervical lymph node metastasis and decreased overall survival. We also found *PARVB* knockdown inhibits cell migration in a TSCC cell line, SAS^22^. This cell line was originally derived from a patient with endophytic-type TSCC who subsequently developed cervical lymph node metastasis, distant metastasis to the lung, and died^23^. Notably, in the same study, *IGFBP3* was at the top of the identified 26 gene list in terms of statistical significance^22^. We therefore pursued the role of IGFBP-3 using the SAS cell line.

The fluorescent ubiquitination-based cell-cycle indicator (Fucci) allows us to determine the cell cycle position of any cell based on its fluorescent color^24^. Fucci is useful for analyzing various phenomena regarding cell cycle-associated events at the single-cell level^25,26^. We previously established a SAS cell line expressing the Fucci system, which we designated as SAS-Fucci cells^27^. In this study, we employed SAS-Fucci cells to determine if IGFBP-3 functions in cell migration and growth in TSCC with a highly malignant phenotype, and to determine if the migration and growth phenotypes observed are cell cycle–dependent.

## Results

### IGFBP-3 knockdown leads to an altered gene expression profile in SAS-Fucci cells

The IGFBP-3 expression level has been implicated in clinical prognosis for various cancer types^14–16^. Furthermore, clinical outcomes are poor in patients with endophytic-type TSCC compared with patients with other types of TSCC^28,29^; however, the clinical significance of IGFBP-3 remains unclear for TSCC. Therefore, we determined the clinical correlation between *IGFBP3* expression levels and survival in patients with HNSCC using the TCGA database. *IGFBP3* mRNA levels were classified into two groups, namely high (*Z*-score > 2) and low (*Z*-score ≤ 2), according to the *Z*-scores relative to diploid samples. Overall survival was significantly lower in patients with high *IGFBP3* mRNA levels, as compared with patients with low levels (Fig. 1a). The small number of cases showing high IGFBP-3 expression may be due to a low proportion of endophytic TSCC in the cohort. This result supports our hypothesis that *IGFBP3* exhibits oncogenic behavior in HNSCC.

**Figure 1:**
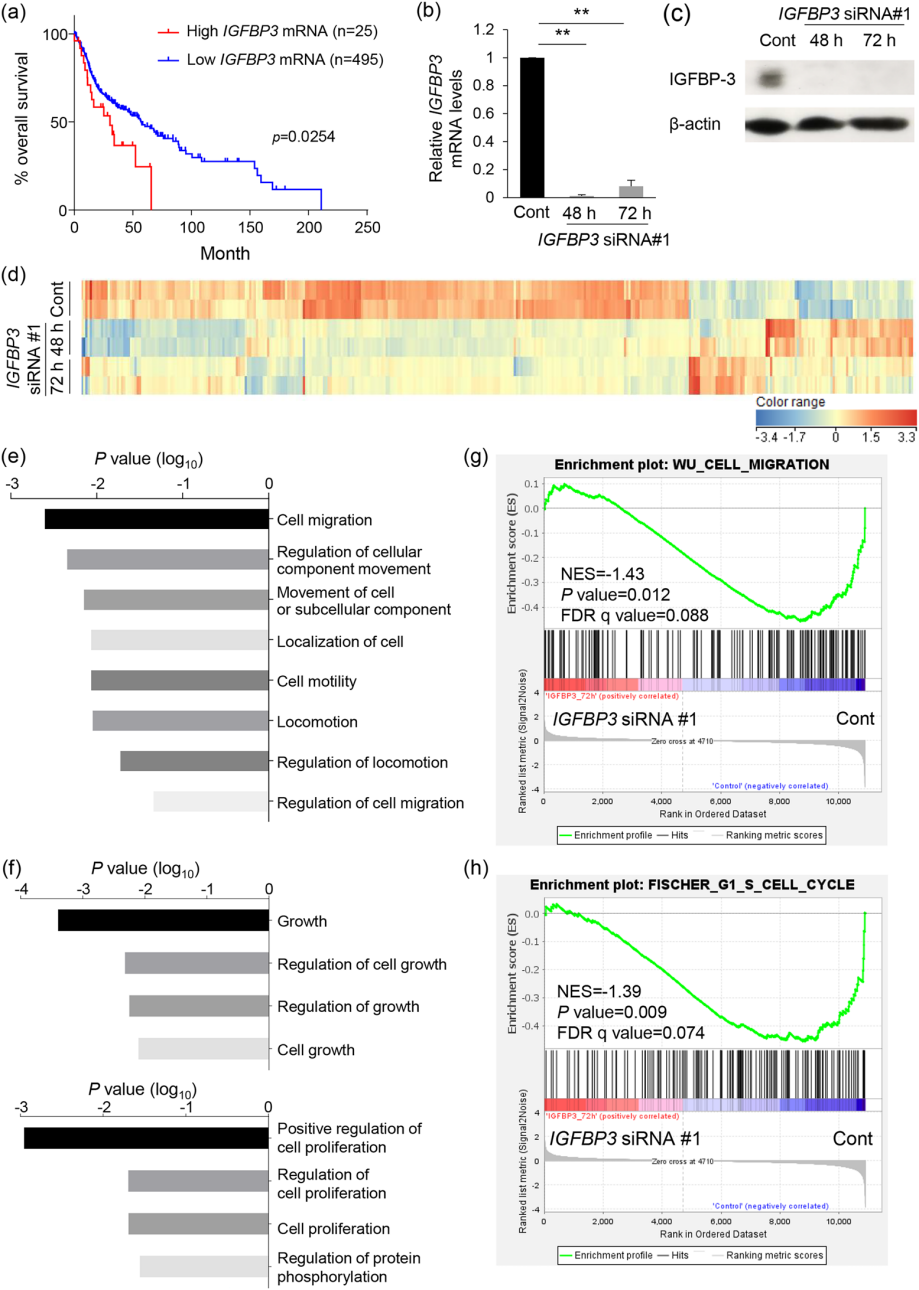
Changes in gene expression profile following IGFBP-3 knockdown in SAS-Fucci cells. (**a**) TCGA data-based Kaplan–Meier analyses for overall survival in patients with head and neck squamous cell carcinoma with either high (*n* = 25) or low (*n* = 495) levels of *IGFBP3* mRNA. A cohort is separated according to *Z*-scores relative to diploid samples. *p*-value; log-rank test. (**b**, **c**) *IGFBP3* mRNA levels by qPCR (**b**) and IGFBP-3 and β-actin protein levels by western blotting (**c**). Cells were transfected with either non-targeted control (Cont) or *IGFBP3* siRNA #1 (48 h or 72 h). Total mRNA or cell lysate was extracted either 48 h or 72 h after siRNA treatment. Means ± S.D. (*n* = 3 independent experiments). Uncropped blots for (**c**) are presented in Supplementary Fig. S7. (**d**) Hierarchical cluster analysis of differentially expressed genes between control (Cont) and IGFBP-3-knockdown (*IGFBP3* siRNA #1, 48 or 72 h) cells using the RNA-seq data (*n* = 2 per each group). Red and blue colors on the heat map represent up- and downregulation, respectively, of the indicated gene. (**e**, **f**) GO analysis using the gene set significantly downregulated by IGFBP-3 knockdown in RNA-Seq results from control and *IGFBP3* knockdown cells at 72 h. (**g**, **h**) GSEA of cell migration (**g**) and G_1_/S phase transition (**h**) signatures between control (Cont) and IGFBP-3 knockdown (*IGFBP3* siRNA #1) cells at 72 h. NES, normalized enrichment score; FDR, false discovery rate. **p < 0.01; one-way ANOVA with Tukey’s multiple comparison test (**b**).

The biological functions of IGFBP-3 in TSCC remain to be elucidated. We knocked down IGFBP-3 using siRNA in human TSCC SAS-Fucci cells (Fig. 1b,c) and performed RNA sequencing (RNA-Seq) to determine the effect of IGFBP-3 knockdown on the gene expression profile. 

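The RNA-Seq data cover 6 libraries of SAS-Fucci cells, a human tongue squamous carcinoma line that carries a fluorescent cell-cycle reporter. There were 2 libraries of cells given non-targeted control siRNA (Cont), 2 of cells at 48 h after transfection with IGFBP3 siRNA #1 and 2 of cells at 72 h, each siRNA at 5 nM. Neither the paper's text nor the sample labels say whether the 2 libraries of a group came from separate cultures, or at what time the control cells were harvested. The 72 h cells also had their medium exchanged after 48 h. IGFBP3 (ENSG00000146674) lies on chromosome 7 of GRCh38 from 45912245 to 45921874. Its FPKM, that is, assigned reads scaled by the length of the gene model and the library total, was 24.7 and 23.1 in the control libraries, 0.261 and 0.258 at 48 h, and 1.52 and 3.25 at 72 h. The 48 h libraries held 1.09% and 1.08% of the control mean and the 72 h libraries 6.35% and 13.6%. Log2 fold changes here and below are those of FPKM + 1, which draws the changes of genes at low FPKM toward 0. That of IGFBP3 was -4.30 (standard error 0.22, adjusted p = 0.000549 from limma) at 48 h and -2.93 (standard error 0.22, adjusted p = 0.00218 from limma) at 72 h, smaller falls than the percentages give. The target of siRNA #1, TCCCAACTGTGACAAGAAGGGATTT, lies in coding sequence of exon 4 of IGFBP3, on chromosome 7 from 45916563 to 45916587. The authors aligned the reads with Hisat2 2.0.1 and made the table of FPKM, whose annotation release the paper's text does not name. Low FPKM were whole multiples, within 0.1 read, of a step set by the length of the gene, and this step gave the number of assigned reads. It was 19749323 and 17430745 in the control libraries, 17619552 and 20363110 at 48 h, and 20633543 and 21579544 at 72 h. From these values, log2(FPKM + 1) was compared between the groups with limma for the 11214 named genes with an FPKM of at least 1 in at least 2 of the 6 libraries. Genes with an adjusted p (Benjamini-Hochberg) under 0.05 were called lower or higher, and the same 2 control libraries served both time points. An exact two-sided permutation test of 2 libraries against 2 cannot give a p under 0.333, so the calls rest on the spread that limma pools over the genes and the 3 groups.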

Hierarchical cluster analysis revealed that the expression of many genes was affected at both 48 and 72 h after IGFBP-3 knockdown (Fig. 1d). 

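After IGFBP3 itself, the largest falls at 48 h among genes that passed the test were those of IGFL1 (ENSG00000188293), which encodes a secreted protein, and NGFR (ENSG00000064300), which encodes a nerve growth factor receptor. The FPKM of IGFL1 was 36.8 ± 23.2 (SD, n = 2) in control cells and 2.25 ± 0.221 (SD, n = 2) at 48 h, over a gene model 2.47 times as long as the reference transcripts. The FPKM of NGFR was 4.53 ± 0.320 (SD, n = 2) in control cells and 0.328 ± 0.00778 (SD, n = 2) at 48 h. The log2 fold changes were -3.39 (standard error 0.37, adjusted p = 0.00279 from limma) for IGFL1 and -2.06 (standard error 0.21, adjusted p = 0.00241 from limma) for NGFR. The largest rises at 48 h were those of SERPINB2 (ENSG00000197632), a plasminogen activator inhibitor, at 3.19 (standard error 0.45, adjusted p = 0.00513 from limma), and MMP1 (ENSG00000196611), a collagenase, at 2.54 (standard error 0.23, adjusted p = 0.00168 from limma). CHAC1 (ENSG00000128965), a glutathione-degrading enzyme, followed at 2.50 (standard error 0.22, adjusted p = 0.00158 from limma). The gene model of SERPINB2 overlaps SERPINB10 and is 1.78 times as long as the reference transcripts. The FPKM of MMP1 rose from 77.4 ± 11.7 (SD, n = 2) in control cells to 452 ± 44.0 (SD, n = 2) at 48 h and was 55.2 ± 19.5 (SD, n = 2) at 72 h. At 72 h, the largest rise was that of ALPP (ENSG00000163283), an alkaline phosphatase, from 4.91 ± 1.95 (SD, n = 2) to 45.2 ± 5.38 (SD, n = 2). Its gene model is 1.74 times as long as the reference transcripts. The log2 fold change of ALPP at 72 h was 3.00 (standard error 0.34, adjusted p = 0.00518 from limma), and that of the noncoding RNA H19 (ENSG00000130600) was 2.29 (standard error 0.24, adjusted p = 0.00451 from limma). IGFL1 also fell at 72 h, by 1.99 on the log2 scale (adjusted p = 0.0213 from limma). This call was lost without either 72 h library (adjusted p up to 0.0894).

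Over all genes, 1845 were lower and 940 were higher at 48 h, and 1066 were lower and 399 were higher at 72 h. Quantile normalization gave a more even split, of 1419 lower and 1375 higher at 48 h and 675 lower and 552 higher at 72 h. Of the genes lower at 72 h, 829 were also lower at 48 h, and of the genes higher at 72 h, 227 were also higher at 48 h. Sharing the control libraries ties the comparisons together. The log2 fold changes at 48 h and 72 h had a correlation of 0.681 over the tested genes. In 100 simulations without a knockdown effect that shared the controls it was 0.499 on average and at most 0.542. As genes of the real libraries can vary together, this range may not bound what sharing the controls alone can give. In hierarchical clustering of the 3183 genes called at either time, a choice of genes that itself sets the control libraries apart, these formed one branch and the 48 h and 72 h libraries separated within the other. Over all tested genes, the root mean square difference of log2 values was 0.202 to 0.21 between libraries of one group. It was 0.32 to 0.389 between control and knockdown libraries and 0.268 to 0.321 between those of 48 h and 72 h. The counts fell without any one library of the groups compared. At 48 h, they were 910 lower and 411 higher without control replicate 1, 999 and 487 without control replicate 2, 992 and 393 without 48 h replicate 1, and 740 and 286 without 48 h replicate 2. At 72 h, they were 339 lower and 135 higher without control replicate 1, 401 and 135 without control replicate 2, 285 and 103 without 72 h replicate 1, and 333 and 99 without 72 h replicate 2. Without control replicates 1 and 2, 48 h replicates 1 and 2, and 72 h replicates 1 and 2 in turn, 277, 356, 508, 433, 238 and 308 genes were lower at both times. In the same order, 78, 85, 121, 91, 55 and 71 genes were higher at both times.

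**Figure D1:**
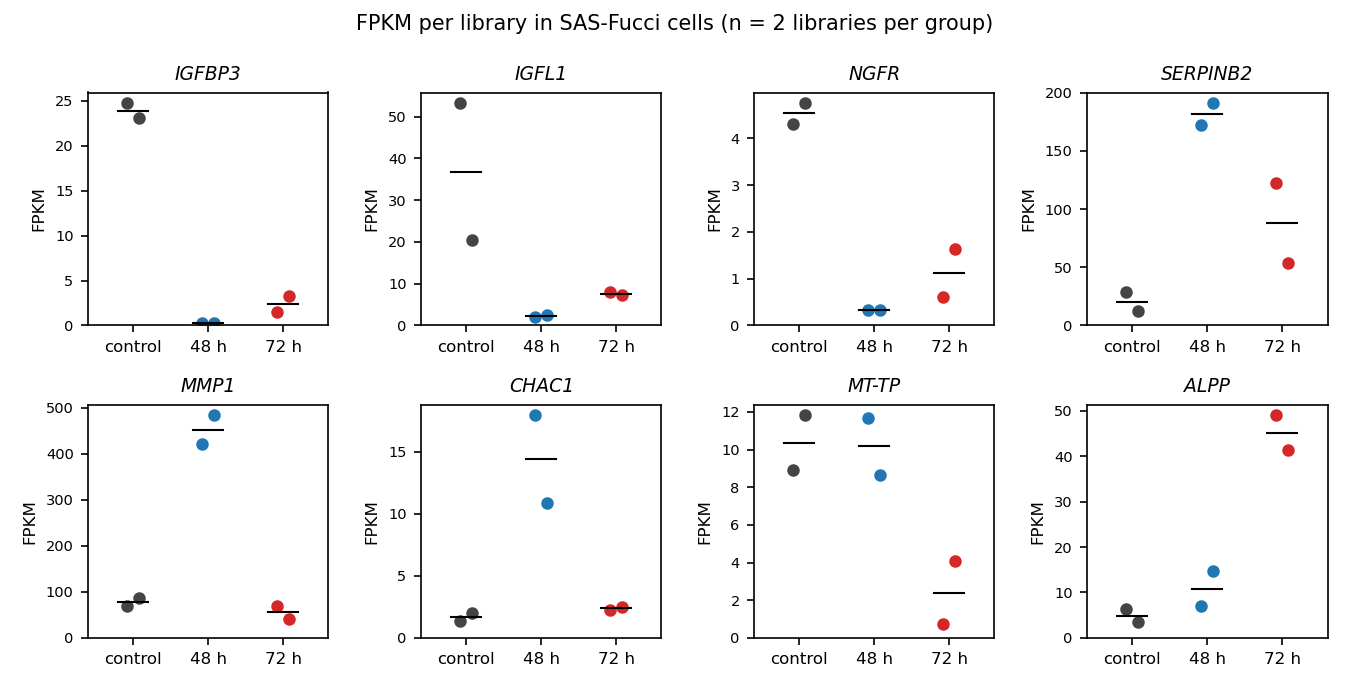
FPKM of 8 genes in each of the 6 libraries, with the libraries grouped as control, 48 h and 72 h on the horizontal axis and FPKM on the vertical axis. Each point is 1 library and each line is the mean of the 2 libraries of a group. IGFBP3 falls from 24.7 and 23.1 in the control libraries to 0.261 and 0.258 at 48 h.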

The gene ontology (GO) analysis result showed that genes significantly downregulated by IGFBP-3 knockdown are involved in biological processes related to cell migration and cell growth (Fig. 1e,f). Moreover, gene set enrichment analysis (GSEA) revealed that IGFBP-3 expression correlates negatively with gene sets related to cell migration and the G_1_/S transition: WU_CELL_MIGRATION (normalized enrichment score (NES) =  − 1.43, *p* value = 0.012, FDR q-value = 0.088) and FISCHER_G1_S_CELL_CYCLE (NES =  − 1.39, *p* value = 0.009, FDR q value = 0.074) (Fig. 1g,h). 

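Among genes of cell migration, TNC (ENSG00000041982), which encodes the matrix protein tenascin C, fell at 72 h from an FPKM of 3.93 ± 0.265 (SD, n = 2) in control cells to 0.708 ± 0.117 (SD, n = 2). THBS1 (ENSG00000137801), which encodes the matrix protein thrombospondin 1, fell from 389.9 ± 11.1 (SD, n = 2) to 172 ± 14.3 (SD, n = 2). Their log2 fold changes were -1.53 (standard error 0.10, adjusted p = 0.00192 from limma) and -1.18 (standard error 0.10, adjusted p = 0.00223 from limma). ARPC2 (ENSG00000163466), which encodes a subunit of the actin-nucleating Arp2/3 complex, fell by 0.65 on the log2 scale (standard error 0.07, adjusted p = 0.00467 from limma). Its 3' UTR holds a match to the seed (positions 2 to 8) of the guide strand of siRNA #1. CFL1 (ENSG00000172757), which encodes the actin-severing protein cofilin, rose by 0.76 (standard error 0.08, adjusted p = 0.00444 from limma). Of 88 measured genes in a list of cell migration genes, 11 were lower and 7 were higher at 72 h (13 lower and 8 higher when adjusted over the list alone). Chance gives 8.37 lower genes, and a one-sided Fisher's exact test over the 11214 genes tested gave an adjusted p = 0.505 for the migration list. For its higher genes chance gives 3.13 (adjusted p = 0.258). Of 43 genes in a list of growth factors, their receptors and growth regulators, 9 were lower and 3 were higher (12 lower and 6 higher when adjusted over the list alone). Chance gives 4.09 lower genes in the growth list (adjusted p = 0.0686 from the same exact test) and 1.53 higher genes (adjusted p = 0.645, but 0.0421 without control replicate 2). In the growth list, FGFR2 (ENSG00000066468), a fibroblast growth factor receptor with a match to the guide seed in its 3' UTR, fell by 0.58 (adjusted p = 0.00672 from limma). The KIT ligand KITLG (ENSG00000049130) rose by 1.10 (adjusted p = 0.00218 from limma). IRS2 (ENSG00000185950), an adaptor of the insulin and IGF receptors, fell by 0.68 (adjusted p = 0.00888 from limma, 0.0504 without control replicate 1). The results of both lists changed when single libraries were left out, which leaves a group of 1 and also lowered the number of all genes called. Of the settings tried, the migration list was called only without 72 h replicate 1, where 9 of its genes were among the lower genes against 2.25 by chance (adjusted p = 0.00306). Of its genes, 3 were lower without control replicate 1 and 5 without control replicate 2 or 72 h replicate 2, and under the other settings its adjusted p ranged from 0.0757 to 1. The growth list was called without 72 h replicate 1 (6 lower genes, adjusted p = 0.00416) and without control replicate 2 (6 lower genes, adjusted p = 0.05 after rounding up). It had 1 lower gene without control replicate 1 and 2 without 72 h replicate 2 (adjusted p = 1 and 0.708). The growth list was also called with an FPKM of at least 5 (adjusted p = 0.0229) and with the replicate number as a block (adjusted p = 0.0351).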

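Among genes of the G1/S transition, E2F1 (ENSG00000101412), a transcription factor of S-phase entry, fell at 72 h from an FPKM of 13.0 ± 0.463 (SD, n = 2) in control cells to 7.75 ± 0.175 (SD, n = 2). This was a log2 fold change of -0.67 (standard error 0.07, adjusted p = 0.00354 from limma). POLD3 (ENSG00000077514), a subunit of DNA polymerase delta, and CCNE2 (ENSG00000175305), cyclin E2, had log2 fold changes of -0.76 (adjusted p = 0.00594 from limma) and -0.56 (adjusted p = 0.00751 from limma). RBL1 (ENSG00000080839), a member of the retinoblastoma family with a match to the guide seed in its 3' UTR, fell by 0.51 (adjusted p = 0.00830 from limma, 0.0514 without 72 h replicate 1). Of 72 measured genes in a list of the G1/S transition, 13 were lower and 1 was higher at 72 h (17 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.10. Chance gives 6.84 lower genes (adjusted p = 0.0686 from Fisher's exact test) and 2.56 higher genes. The gene sets of Fig. 1g,h were not used here, and lists written before the data were examined were scored in their place. With genes ranked by signal to noise between the 72 h and control libraries, the G1/S list had an NES of -1.25 (permutation p = 0.126 from 10000 random gene sets, adjusted p = 0.334 over 23 lists). The cell migration list had an NES of -1.07 (permutation p = 0.36, adjusted p = 0.487). These p values take genes, not libraries, as the units. Without control replicate 1 the G1/S score was -1.52 (permutation p = 0.0105). The scores without each of the other libraries ran from -1.34 to -1.05. In limma's test of a list against all other genes (camera, with a preset correlation of 0.01 between genes), the G1/S list had an adjusted p = 0.0693 at 72 h (0.948 with an estimated correlation). With an estimated correlation no list had an unadjusted p under 0.05 from camera at either time, so such values decide little about a single list. The estimated correlation of the G1/S list, 0.205, lay above the preset, so its camera values with the preset may overstate the evidence. Over the alternatives the adjusted p of the G1/S list at 72 h ranged from 0.000895 to 0.948. It was called with an FPKM of at least 5 (adjusted p = 0.041), TPM (0.0495), quantile normalization (0.0313) and no filter (0.000895). It was also called without control replicate 1 (adjusted p = 0.00186) and without 72 h replicate 2 (adjusted p = 0.00623), but not without control replicate 2 (0.496) or 72 h replicate 1 (0.561). The migration list had an adjusted p = 0.806 from camera, which placed it above the other genes (below them with quantile normalization) while its median (-0.05) and mean (-0.07) were negative. The median over all tested genes at 72 h was -0.0489, so the median of the migration list lay close to that of all genes. At 48 h, 23 genes of the G1/S list were lower and 4 were higher, the same numbers as over the list alone. Chance gives 11.8 lower genes there (adjusted p = 0.0066 from Fisher's exact test). Camera called the list at 48 h (adjusted p = 0.0416, 0.757 with an estimated correlation). The call at 48 h was lost without control replicate 2 (0.237) and without 48 h replicate 1 (0.106).

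**Figure D2:**
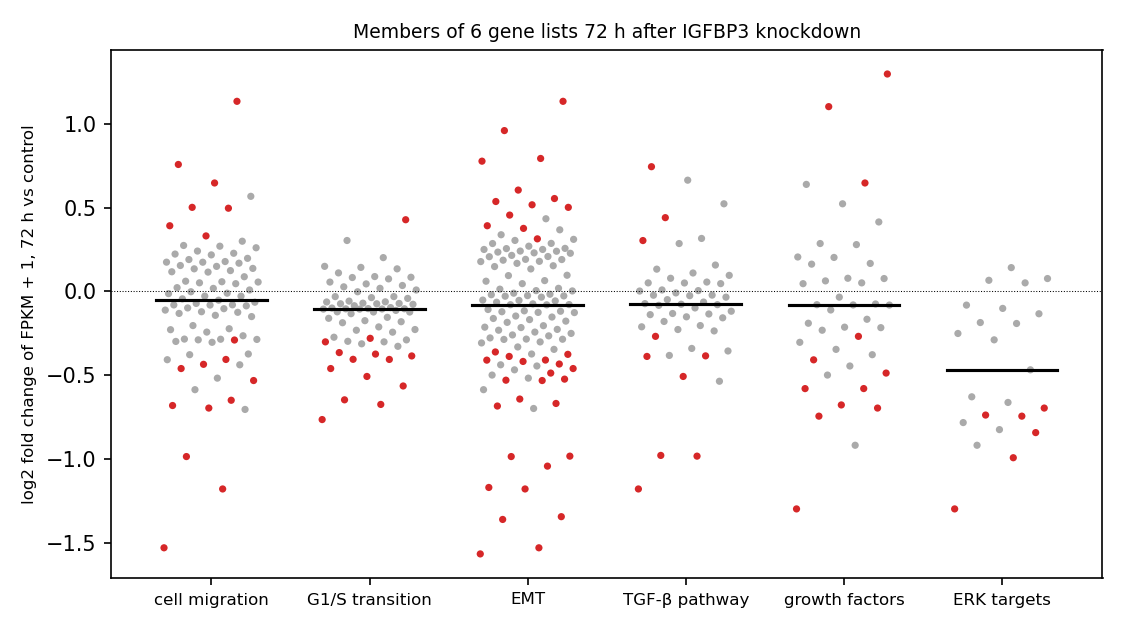
Log2 fold change at 72 h of the measured genes of 6 lists, with 1 point per gene, the lists on one axis and the log2 fold change on the other. Red points are genes with an adjusted p under 0.05 over all genes and the line is the median of a list, which is -0.10 for the G1/S transition and -0.05 for cell migration. The median over all tested genes is -0.0489.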

The RNA-Seq results suggest that IGFBP-3 expression is associated with both cell migration and cell-cycle progression in SAS-Fucci cells.

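Cyclin D3 (CCND3, ENSG00000112576), a partner of the G1 kinases, fell at 72 h by 0.72 on the log2 scale (standard error 0.08, adjusted p = 0.00611 from limma). The kinase inhibitor CDKN2D (ENSG00000129355) fell by 0.94 (standard error 0.09, adjusted p = 0.00325 from limma). The FPKM of CCND3 was 16.8 ± 1.05 (SD, n = 2) in control cells and 9.81 ± 0.339 (SD, n = 2) at 72 h. Cyclin D1 (CCND1, ENSG00000110092) fell from 203 ± 7.95 (SD, n = 2) to 122 ± 24.9 (SD, n = 2), a log2 fold change of -0.74 (standard error 0.15, adjusted p = 0.0282 from limma). The call of CCND1 was lost without control replicate 1, control replicate 2 or 72 h replicate 2 (adjusted p up to 0.111). Of 16 genes that regulate G1, 5 were lower and 1 was higher at 72 h (5 lower and 2 higher when adjusted over the list alone, adjusted p = 0.668 from camera). Chance gives 1.52 lower genes (adjusted p = 0.0686 from Fisher's exact test) and 0.569 higher genes. Transcripts of the proteins whose fragments make up the Fucci reporter, CDT1 (ENSG00000167513) and geminin (GMNN, ENSG00000112312), had log2 fold changes at 72 h of 0.20 (adjusted p = 0.140 from limma) and 0.09 (adjusted p = 0.565 from limma). The log2 fold change of GMNN was -0.01 without 72 h replicate 1. As the cells carry these fragments, reads of the reporter may count toward both genes, whose own transcripts were not told apart from it. Among genes of G2 and mitosis, AURKA (ENSG00000087586) and KIF11 (ENSG00000138160) fell at 48 h by 0.67 and 0.47 (adjusted p = 0.00650 and 0.00658 from limma). Of 56 genes in that list, 15 were lower and none was higher at 48 h, as also when adjusted over the list alone, with a median log2 fold change of -0.14. By chance 9.21 of them would be lower (adjusted p = 0.0909 from a one-sided Fisher's exact test). The list was called at 48 h by camera (adjusted p = 0.0219, 0.757 with an estimated correlation), but not without control replicate 2 (0.0601) or 48 h replicate 1 (0.142). At 72 h, 1 gene of the G2 and mitosis list was lower (0 over the list alone by limma), which was AURKA, at -0.42 (adjusted p = 0.0444 from limma). This call was lost without each library but 72 h replicate 1 (adjusted p up to 0.171). The list itself had an adjusted p = 0.558 from camera at 72 h and was called without 72 h replicate 2 (0.0058). Camera placed it above the other genes, and its median and mean were -0.00197 and -0.01, against a median of -0.0489 over all tested genes. Of the 88 migration genes, 13 were lower and 14 were higher at 48 h (14 lower and 17 higher when adjusted over the list alone, adjusted p = 0.532 from camera). By chance 14.5 of them would be lower (odds ratio 0.879, unadjusted p = 0.708 from a one-sided Fisher's exact test). TNC and THBS1 were among the lower genes and MMP1 among the higher. From the ontology terms and gene sets of Fig. 1e-h, the paper proposes that the level of IGFBP-3 is tied to migration and to cell-cycle progression in these cells.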

### Cell migration is inhibited by IGFBP-3 knockdown

We previously reported that endophytic-type TSCC which is more invasive and more prone to metastasis expressed high levels of *IGFBP3*^22^. RNA-Seq results also suggest that IGFBP-3 is involved in cell migration (Fig. 1). Therefore, we first examined the effect of IGFBP-3 expression on cell migration using various methods (Fig. 2a).

**Figure 2:**
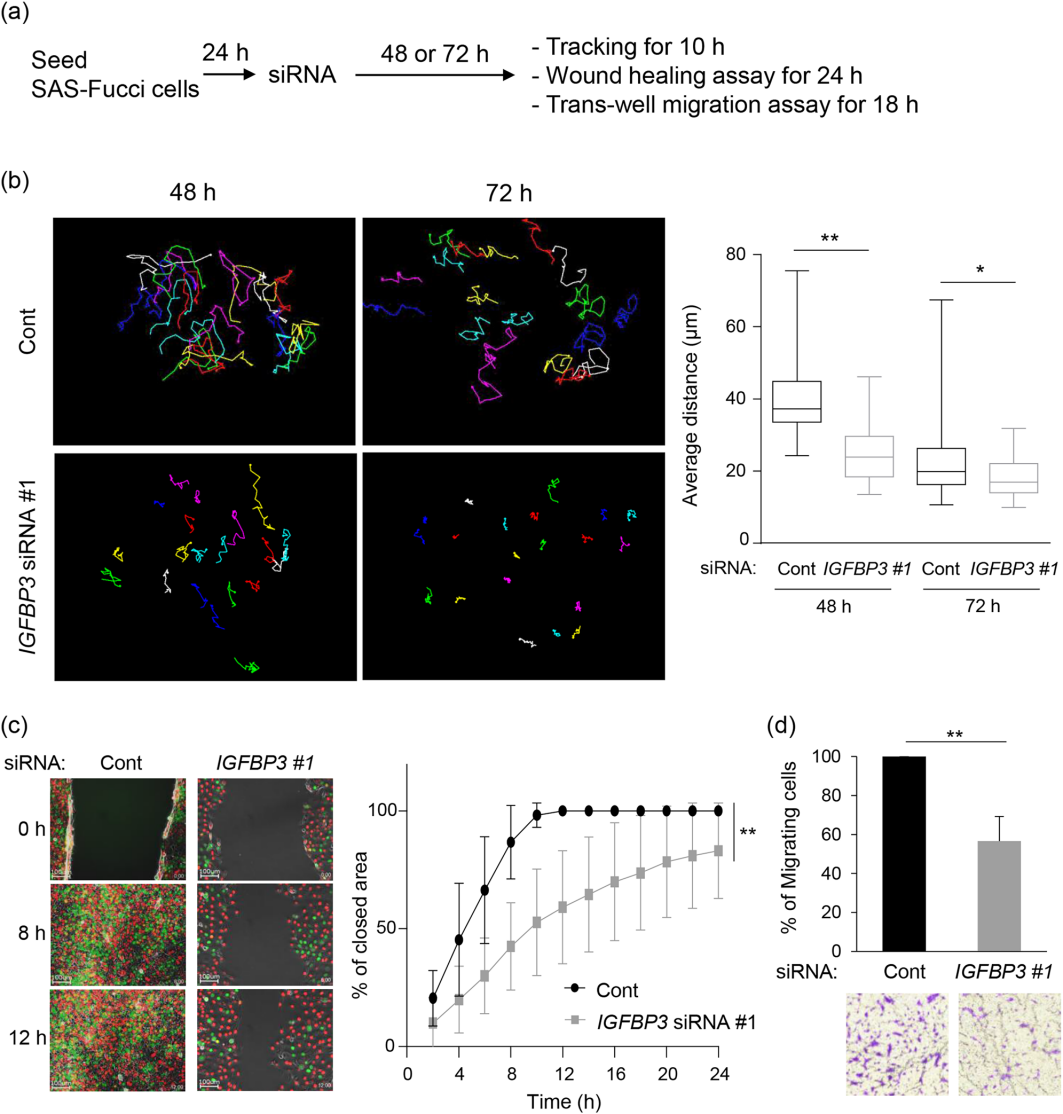
Reduced cell migration by IGFBP-3 knockdown in multiple assays. (**a**) Experimental flow to analyze cell migration. Twenty-four hours after cells were seeded, they were transfected with siRNA for either 48 or 72 h before the indicated experiments were performed. (**b**) Representative images of single-cell tracking during 10 h-observation (left) and quantification of average distance (right) during 10 h using SAS-Fucci cells 48 and 72 h after transfection with either non-targeted control (Cont) or *IGFBP3* siRNA #1. Individual colored lines indicate each cell track traced by the center of the nucleus during the observation period. Each average distance is represented as a box and whisker plot showing outliers, distribution intervals, interquartile range (box), and median. Three independent experiments were performed and representatives are shown. (**c**) Representative images (left) and quantitative analysis (right) of wound healing assays using non-target control (Cont) and IGFBP-3 knockdown (*IGFBP3 #1*) cells. Images were acquired by time-lapse imaging and time after wounding is shown. Means ± S.D. (*n* = 3 independent experiments). Significant difference was detected at all the indicated timepoints except at 2 h. (**d**) Quantitative analysis (top) and representative images (bottom) of trans-well migration assays using non-target control (Cont) and IGFBP-3-knockdown (*IGFBP3 #1*) cells (8 × 10^4^ cells). Migrating cells in the entire field were counted 18 h later. Means ± S.D. (*n* = 3 independent experiments). *p < 0.05, **p < 0.01; Kruskal–Wallis test with Dunn’s multiple comparisons test (**b**), two-way ANOVA with Sidak’s multiple comparisons test (**c**), or two-tailed Student’s t-test (**d**).

Under normal conditions, SAS-Fucci cells exhibit very high migration activity, which sometimes made it difficult to track individual cells since some cells would disappear from the observation field. Single-cell tracking analysis based on time-lapse imaging revealed that IGFBP-3 knockdown decreased the average distance traveled during the 10 h observation period compared with control cells (Fig. 2b). Intriguingly, the difference was more pronounced at 48 h than at 72 h (Fig. 2b), which may be due to cell confluency. Hence, we subsequently performed single-cell tracking analysis 48 h after siRNA transfection. As indicated by our single-cell tracking results, IGFBP-3 knockdown reduced migratory potential according to our wound healing assay and trans-well migration assay (Fig. 2c,d). Since siRNA can cause off-target effects, we also used a second *IGFBP3*-specific siRNA, namely siRNA #2, to control for such effects. IGFBP-3 knockdown in SAS-Fucci cells by siRNA #2 impacted cell migration in a similar manner to siRNA #1 (Supplementary Fig. S1a-c). Moreover, to determine if these phenomena are observed in other TSCC cells with high metastatic potential, we used HSC-3 cells that express Fucci (HSC3-Fucci cells). HSC-3 cells were originally derived from metastatic lymph nodes of human TSCC patients and have been shown to have high metastatic potential^30^. IGFBP-3 knockdown by both *IGFBP3*-specific siRNAs #1 and #2 reduced cell migration in HSC3-Fucci cells as well (Supplementary Fig. S1d,e). Hence, IGFBP-3 appears to function in cell migration among human TSCC cell lines with high metastatic potential.

### Cell migration modulated by IGFBP-3 is independent of cell cycle

The Fucci reporter system allows us to determine which phase of the cell cycle a cell is in, based on the fluorescent color that it generates^24^. Using this system, we could distinguish between cells in G_1_ (red), early S (orange), or S/G_2_ (green) phases to determine if cell-cycle position affects migratory potential (Fig. 3a).

**Figure 3:**
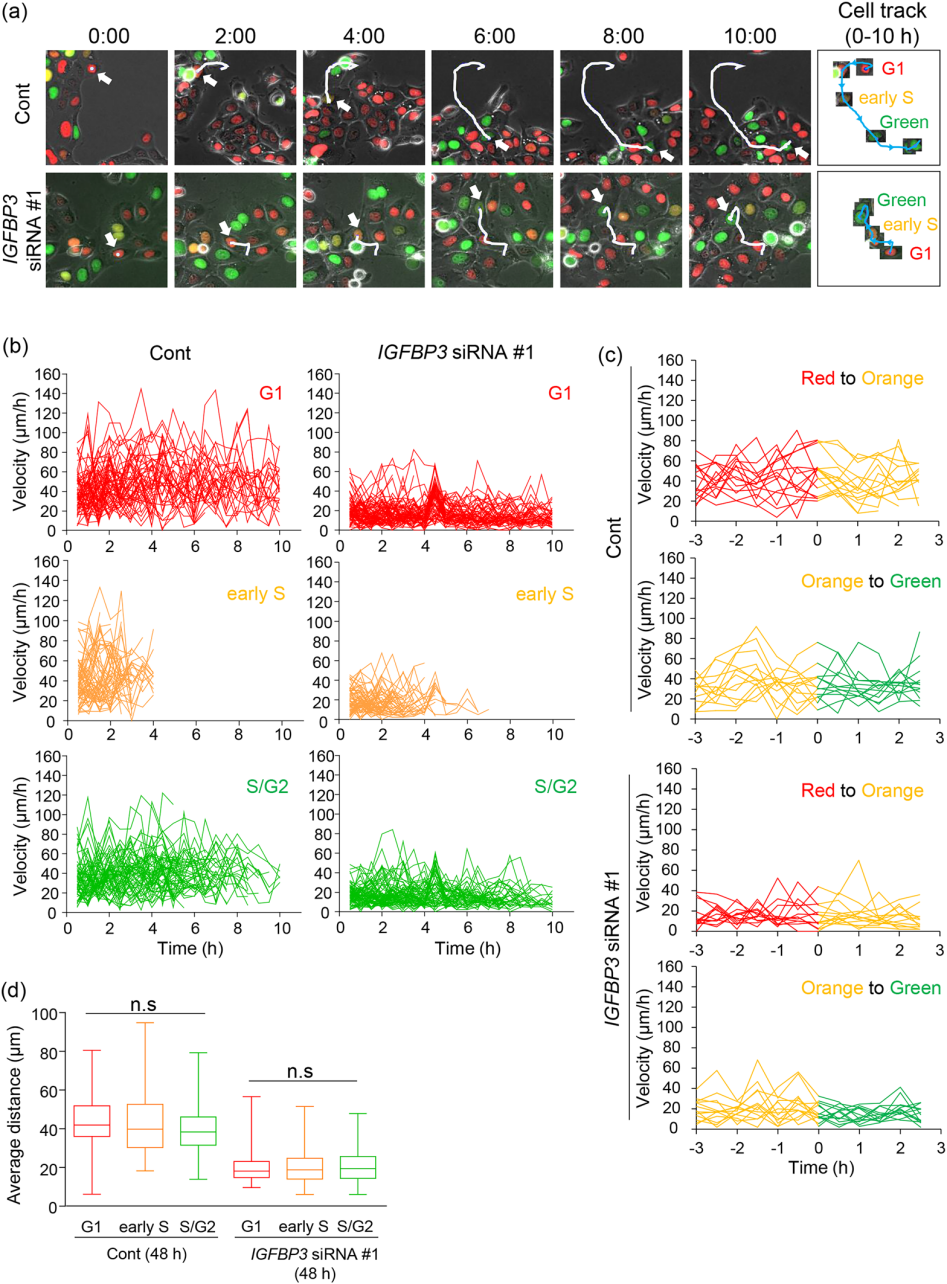
Non-significant effect of cell cycle on cell migration by IGFBP-3 knockdown. (**a**) Representatives of single-cell tracking during 10-h observation merged with fluorescent images in non-target control (Cont) and IGFBP-3 knockdown (*IGFBP3* siRNA #1) cells. Red, orange, and green cells are in G_1_, early S, and S/G_2_/M phases, respectively. Rounded green cells are in mitosis. White arrows and lines indicate the position of the traced cell at the indicated timepoints and a cell track from the start of the observation to the indicated timepoints, respectively. The cell traced at each timepoint is cropped and presented in the panel on the right. The cell track during the observation is shown as a blue line. Time elapsed after the start of observation is shown (hours: minutes). (**b**) Quantification of the change in velocity of each cell in G_1_, early S, and S/G_2_ phases using non-target control (Cont) and IGFBP-3 knockdown (*IGFBP3* siRNA #1) cells. Each line indicates the change in velocity of a single cell. Velocity was calculated based on distance traveled over 30 min. Individual lines for 62–73 cells are shown as representatives. (**c**) Quantification of the change in velocity of each cell during the transition from red to orange (upper, Red to Orange) or from orange to green (lower, Orange to Green) using non-target control (Cont) and IGFBP-3 knockdown (*IGFBP3* siRNA #1) cells. Individual lines of 13–15 cells are shown as representatives. T = 0 h is represented as the timing of transition. (**d**) Quantification of average distance of control and IGFBP3 knockdown cells during the observation in each cell-cycle phase. Cells were classified as being in either G_1_, early S, or S/G_2_ according to morphology and fluorescent color. Each average distance is represented as a box and whisker plot showing outliers, distribution intervals, interquartile range (box), and the median. Cell numbers of each group are 89–162 cells (**d**). Three independent experiments were performed, and representatives are shown. n.s. (not significant); Kruskal–Wallis test with Dunn’s multiple comparisons test (**d**).

First, we quantified the change in the velocity of single cells by measuring the distance traveled every 30 min. Overall, the velocity of each cell was similar between cell-cycle phases for both control and IGFBP-3 knockdown cells; however, the range of velocities varied considerably throughout the observation period, particularly among control cells (Fig. 3b). Additionally, we focused on the timing of the transition from red to orange (G_1_ to early S phase) and from orange to green (early S to S/G_2_ phase) for each cell (Fig. 3c). The transition duration did not significantly affect velocity in either control or IGFBP-3-knockdown cells (Fig. 3c). We also measured the average distance traveled by cells in G_1_, early S, and S/G_2_ phases (Fig. 3d), and found no significant difference. Hence, our velocity and distance measurements were in agreement. IGFBP-3 knockdown also reduced the average distance traveled by cells in all cell-cycle phases (Fig. 3d). These findings suggest that IGFBP-3 promotes cell migration irrespective of cell-cycle position.

### Secreted IGFBP-3 has minimal impact on cell migration

Since the IGFBP-3 protein possesses a secretory signal peptide sequence, it is secreted extracellularly^6^. We measured the concentration of IGFBP-3 in the culture medium by ELISA in order to determine the effect of IGFBP-3 knockdown on its secretion. The levels of IGFBP-3 secreted by IGFBP-3-knockdown cells were significantly lower compared with control cells (Fig. 4a-left). Similarly, IGFBP-3 knockdown significantly reduced intracellular IGFBP-3 levels (Fig. 4b), consistent with our western blotting results (Fig. 1b). Hypoxia has been shown to increase IGFBP-3 levels by upregulating HIF-1α transcriptional activity^31,32^. We observed that hypoxic SAS-Fucci cells secreted significantly more IGFBP-3 compared with normoxic cells (Fig. 4a-right).

**Figure 4:**
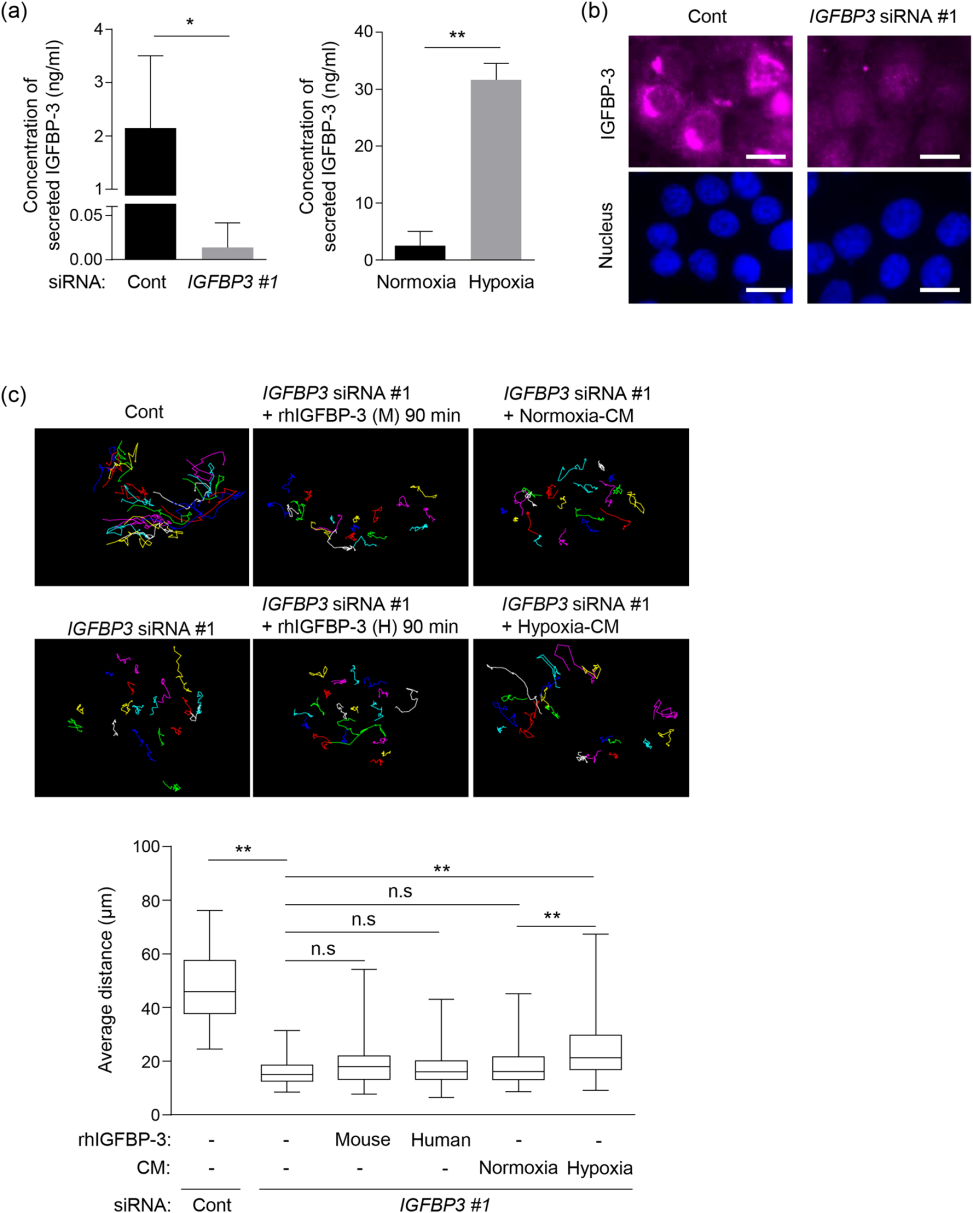
Minimal impact of secreted IGFBP-3 on cell migration. (**a**) Concentration of secreted IGFBP-3 determined by ELISA. SAS-Fucci cells were transfected with non-targeted control (Cont) or *IGFBP3* siRNA #1 for 48 h (left) and treated under either normoxia or hypoxia (right) for 24 h. After each treatment, conditioned media were collected and applied for ELISA. Means ± S.D. (*n* = 3 independent experiments). (**b**) Representative anti-IGFBP-3 immunofluorescence images of control (Cont) and IGFBP-3 knockdown (*IGFBP3* siRNA #1) cells. Scale bar: 10 μm. (**c**) Representative images of individual cell tracks (top) and average distance traveled (bottom) by IGFBP-3 knockdown (*IGFBP3* siRNA #1) and control (Cont) cells with or without recombinant human IGFBP-3 (rhIGFBP-3) derived from mouse or human cells and normoxic- or hypoxic-conditioned medium (CM). rhIGFBP-3 or CM was added 48 h after siRNA treatment, with which cells were pre-treated for 90 min before time-lapse imaging. Each colored line indicates individual cell tracks during the observation period. Each average distance is represented as a box-whisker plot showing outliers, distribution intervals, interquartile range (box), and median. Cell numbers in each group ranged between 80 and 160. Either two or three independent experiments were performed, and representatives are shown in (**b**, **c**). *p < 0.05, **p < 0.01; two-tailed Student’s *t*-test (**a**) or Kruskal–Wallis test with Dunn’s multiple comparisons test (**c**).

To determine if secreted IGFBP-3 affects the migratory potential of SAS-Fucci cells, we applied two recombinant human IGFBP-3 proteins (rhIGFBP-3) of different origins, mouse and human, reconstituted with a carrier to IGFBP-3-knockdown cells 90 min and 24 h before time-lapse imaging and quantified the average distance traveled. Decreased migratory potential caused by IGFBP-3 depletion was not rescued by both rhIGFBP-3 irrespective of pre-incubation time (Fig. 4c and Supplementary Fig. S2). This result suggests that extracellular IGFBP-3 does not affect cell migration significantly in SAS-Fucci cells. Intriguingly, hypoxic-conditioned medium partially restored migratory potential while normoxic-conditioned medium did not (Fig. 4c). Although the concentration of IGFBP-3 in hypoxic-conditioned medium was lower than that of rhIGFBP-3 (100 ng/mL) used in this experiment, we observed higher migratory potential in IGFBP-3 knockdown cells, which suggests that other hypoxia-induced factors may contribute to the recovery of cell migration.

### ERK and AKT signaling modified by IGFBP-3 depletion is associated with cell migration

Migratory potential is upregulated by the activation of PI3K and MAPK signaling^33–38^. Moreover, IGFBP-3 promotes cell migration by activating β1 integrin-ERK signaling in oral squamous cell carcinoma cells^39^. This finding motivated us to investigate the effect of ERK and AKT signaling on cell migration in our study. IGFBP-3 knockdown significantly decreased migratory potential with the significant reduction in the level of active ERK (Fig. 5a,c). MEK inhibitor treatment also reduced migratory potential in control cells, while decreased cell migration caused by IGFBP-3 depletion was not affected by MEK inhibitor treatment (Fig. 5c). This result suggests that IGFBP-3 is partially involved in activating ERK and regulating cell migration. Surprisingly, unlike ERK activity, the level of phosphorylated AKT was significantly upregulated following IGFBP-3 knockdown as compared with the control (Fig. 5b). To investigate the dependency of AKT activity on cell migration, we treated cells with an AKT inhibitor and analyzed their migratory potential. As observed with the MEK inhibitor, AKT inhibitor treatment reduced the extent of cell migration in control cells (Fig. 5c), indicating that AKT activity also regulates cell migration in SAS-Fucci cells. In IGFBP-3 knockdown cells, the AKT inhibitor did not affect migratory potential, while upregulation of AKT phosphorylation was significantly decreased (Fig. 5b,c). These findings suggest that the activation of both ERK and AKT is required to promote cell migration, and that IGFBP-3 contributes to the activation of ERK rather than AKT.

**Figure 5:**
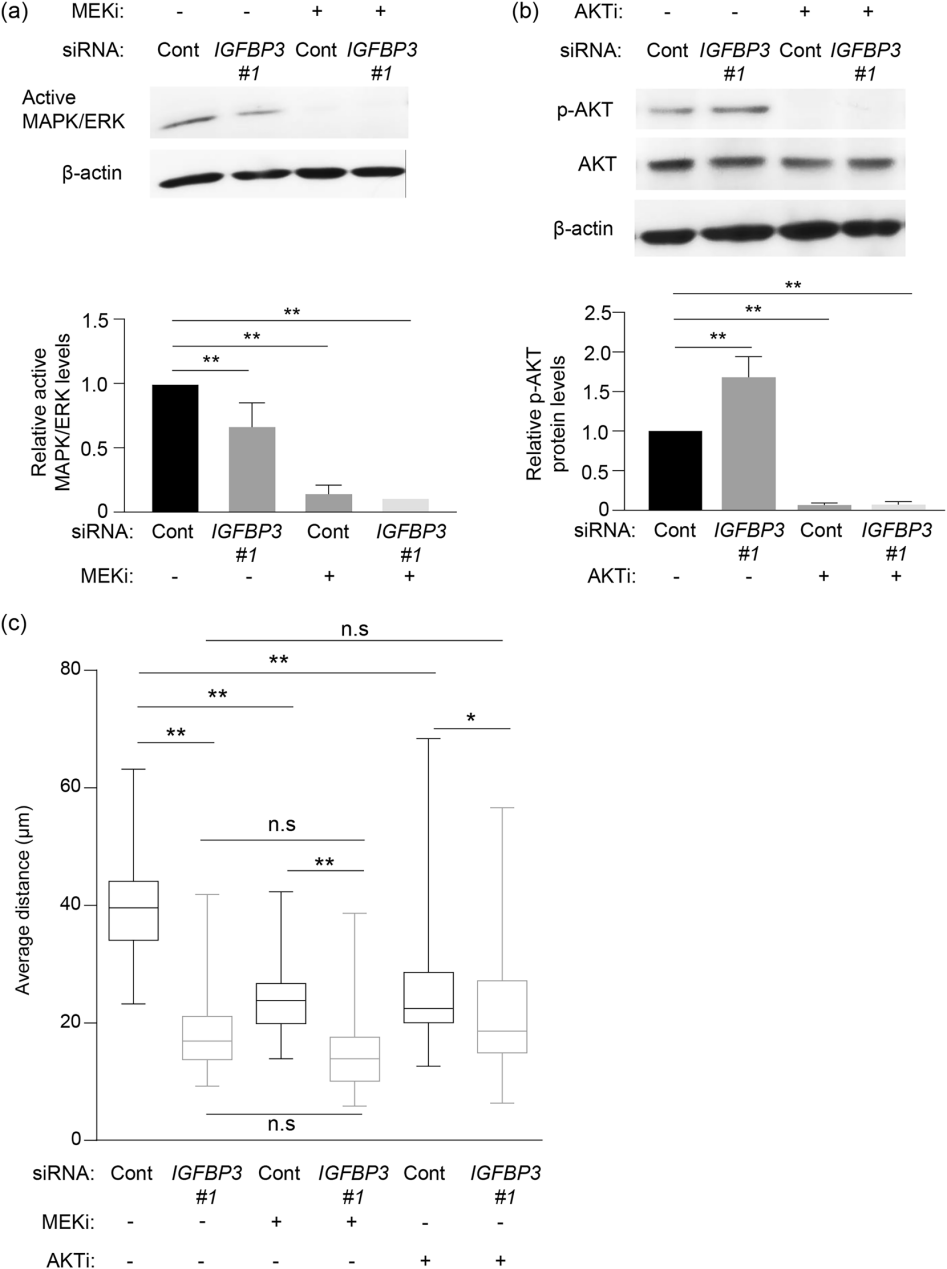
Association of ERK and AKT signaling modified by IGFBP-3 depletion with cell migration. (**a**, **b**) Western blotting (top) for active MAPK/ERK, phosphorylated AKT (p-AKT), AKT, and β-actin, and relative levels of active MAPK/ERK and p-AKT in control (Cont) and IGFBP-3 knockdown (IGFBP3 #1) cells either treated with MEK (MEKi; PD98059, 20 μM, (**a**) and AKT (AKTi; MK-2206, 5 μM, (**b**) inhibitors or left untreated. Cells were incubated with siRNA for 48 h. MEK and AKT inhibitors were added 90 and 30 min before cell lysates were extracted, respectively. Uncropped blots are presented in Supplementary Fig. S7. Active MAPK/ERK and p-AKT protein levels were normalized to β-actin and total AKT protein levels, respectively. Means ± S.D. (*n* = 3 independent experiments). (**c**) Average distance traveled by control (Cont) and IGFBP-3 knockdown (IGFBP3) cells with or without MEK (MEKi) or AKT (AKTi) inhibitor. Each average distance is represented as a box and whisker plot showing outliers, distribution intervals, interquartile range (box), and median. Each group contains 80 cells. Two or three independent experiments were performed. *p < 0.05, **p < 0.01; one-way ANOVA with Tukey’s multiple comparison test (**a**, **b**) or Kruskal–Wallis test with Dunn’s multiple comparisons test (**c**).

### IGFBP-3 knockdown induces cell-cycle arrest

In addition to the role of IGFBP-3 in cell migration, our RNA-Seq results indicate that IGFBP-3 is involved in cell growth in TSCC (Fig. 1). Several studies have also demonstrated that IGFBP-3 knockdown inhibits DNA synthesis and tumor growth^40,41^. Therefore, we wanted to determine the effect of IGFBP-3 on cell growth. Cell proliferation assay revealed that IGFBP-3 knockdown in SAS-Fucci cells significantly decreased proliferative potential, compared with control cells (Fig. 6a and Supplementary Fig. S3a), while there was no significant difference in cell proliferation between IGFBP-3 knockdown and control HSC3-Fucci cells (Supplementary Fig. S3b). This result suggests that the dependency of cell proliferation on IGFBP-3 might differ in cell lines. IGFBP-3 knockdown in SAS-Fucci cells significantly increased the fraction of red cells (i.e., cells in G_1_) but decreased the fraction of green cells (cells in S/G_2_ phase) only 72 h after siRNA treatment (Fig. 6b,c). Taking advantage of the Fucci, we also measured the duration of red phase (G_1_ phase) in each siRNA-treated cell. The duration of red phase in IGFBP-3 knockdown cells was longer than that in control cells (Fig. 6d). Based on DNA content, many IGFBP-3 knockdown cells accumulated in G_1_ only at 72 h (Fig. 6e), consistent with the observed Fucci fluorescence. Additionally, EdU incorporation, a DNA synthesis marker, was reduced in IGFBP-3 knockdown cells at 72 h (Fig. 6f). Taken together with our RNA-Seq results, these results suggest that IGFBP-3 also plays a role in cell growth, especially by regulating the G_1_/S transition, in SAS-Fucci cells.

**Figure 6:**
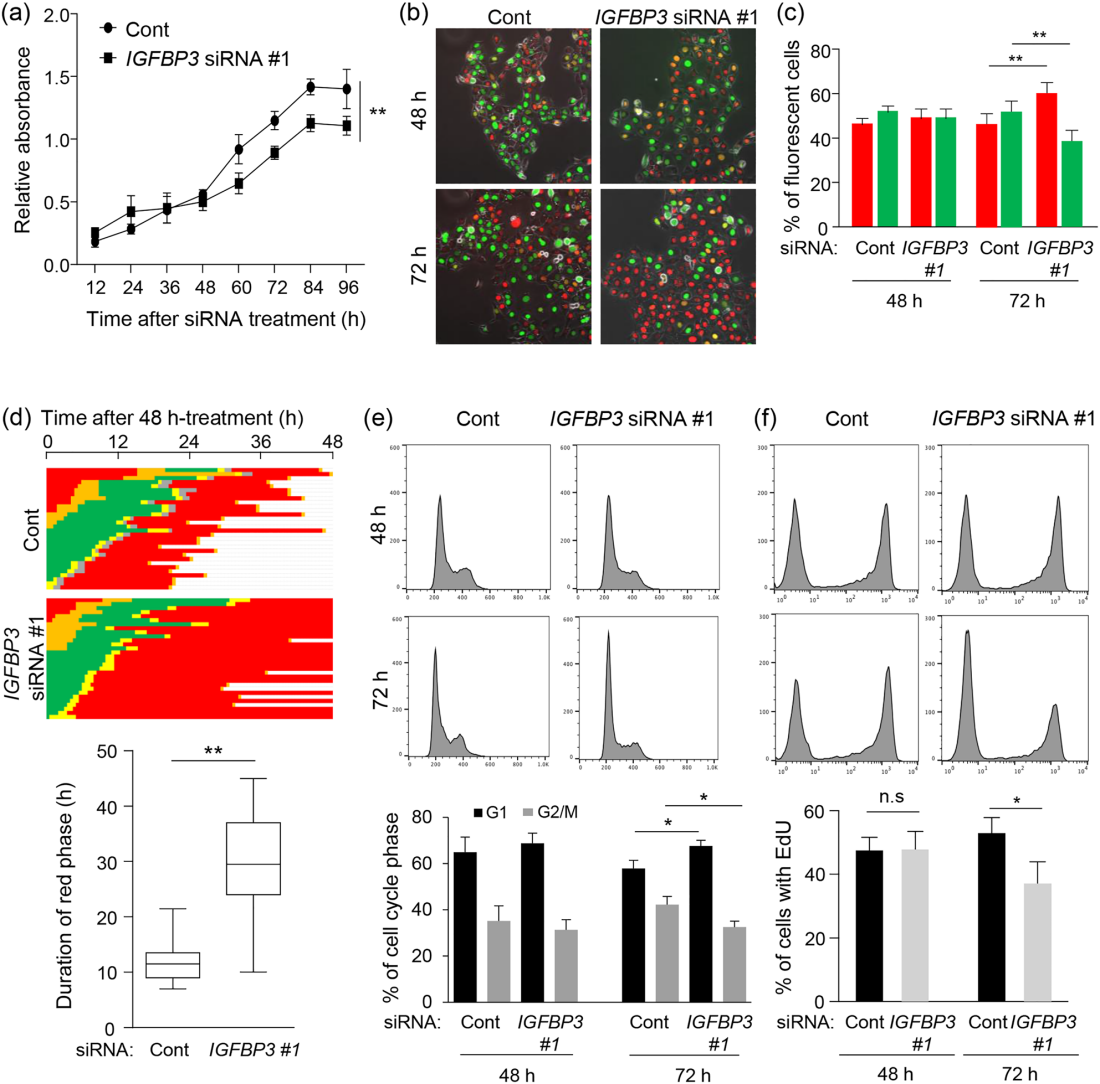
Inhibition of cell growth with prolongation of G1 phase by IGFBP-3 knockdown. (**a**) Quantitative analysis of cell proliferation assay using non-target control (Cont) and IGFBP-3 knockdown (*IGFBP3* siRNA #1) cells. Cell Counting Kit-8 assay was performed each time after siRNA treatment and relative absorbance was plotted. Means ± S.D. (*n* = 3 independent experiments). (**b**, **c**) Representative images and quantification of Fucci fluorescence in SAS-Fucci cells transfected with non-targeted control (Cont) and *IGFBP3* siRNA #1 at 48 (b: top) and 72 h (b: bottom). Means ± S.D. (*n* = 3 independent experiments). (**d**) Pedigrees (top) and duration of red phase (bottom) for SAS-Fucci cells transfected with either *IGFBP3* siRNA #1 or non-targeted control siRNA (Cont). Cells were traced between 0 and 48 h after siRNA treatment for 48 h. Red cells were sorted from the result of pedigree assay, and the duration of the red phase was measured from the start of the red phase to its end. Each duration is represented as a box and whisker plot showing outliers, distribution intervals, interquartile range, and median. (**e**, **f**) Representative histograms (upper) and quantification (bottom) of DNA content (**e**) and EdU incorporation (**f**) by FACS using SAS-Fucci cells transfected with either *IGFBP3* siRNA #1 or non-targeted control siRNA (Cont) at 48 and 72 h. Means ± S.D. (*n* = 3 independent experiments). *p < 0.05, **p < 0.01; two-way ANOVA with Sidak’s multiple comparisons test (**a**), one-way ANOVA with Tukey’s multiple comparison test (**c**, **e**, **f**), Mann–Whitney U-test (**d**).

## Discussion

In this study, we investigated the roles of IGFBP-3 in human TSCC SAS-Fucci cells originally derived from a TSCC with a highly malignant phenotype. RNA-Seq indicated that IGFBP-3 expression is involved in gene expression associated with cell migration and cell growth in SAS-Fucci cells. IGFBP-3 knockdown significantly reduced cell migration but also induced G_1_ arrest, which supports our RNA-Seq results.

Several studies have shown that cell-cycle progression is associated with cell migration. In primary mouse osteoblasts isolated from Fucci-expressing transgenic mice, cell migration velocity was highest in S/G_2_/M phases^42^. While both 2D and 3D models indicated no significant difference in cell migration between G1, early S, and S/G_2_/M phases in Fucci-expressing human melanoma cell lines^43^. In this study, we found that migratory potential is independent of cell-cycle position in both control and IGFBP-3 knockdown cells, which agrees with Haass et al.^43^. We also detected a time lag between the change in cell migration and cell-cycle distribution. We observed a reduction in migratory potential in IGFBP-3 knockdown cells at 48 h, which was followed by growth inhibition and G_1_ arrest. Intriguingly, we could not detect significant difference in migratory potential between cell-cycle phases even at 72 h when the cell-cycle distribution of IGFBP-3-knockdown cells was altered (Supplementary Fig. S4). Together, these findings suggest that IGFBP-3 may regulate migratory potential and cell growth independently, at least in SAS-Fucci cells. However, regarding the latter, cell line dependency is likely to exist (Supplementary Fig. S3).

The epithelial to mesenchymal transition (EMT) has been implicated in cell migration and invasion, in which TGF-β signaling plays a central role in cancer^44^. Moreover, IGFBP-3 has been shown to bind to and activate TGF-β receptor, thus leading to phosphorylation of Smad2 and Smad3 in breast cancer cells^9,10^. In human esophageal cells, IGFBP-3 induces EMT via TGF-β signaling activation^45^. 

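In the RNA-Seq libraries of SAS-Fucci cells, genes of the epithelial to mesenchymal transition (EMT) that fell at 72 h after IGFBP-3 knockdown included the chemokine CXCL1 (ENSG00000163739) and osteopontin (SPP1, ENSG00000118785), besides TNC and THBS1. The FPKM of CXCL1 was 8.05 ± 0.0721 (SD, n = 2) in control cells and 2.08 ± 0.484 (SD, n = 2) at 72 h. Its log2 fold change was -1.57 (standard error 0.14, adjusted p = 0.00284 from limma). The FPKM of SPP1 was 1.75 ± 0.140 (SD, n = 2) in control cells and 0.226 ± 0.0933 (SD, n = 2) at 72 h, with a log2 fold change of -1.17 (standard error 0.12, adjusted p = 0.00403 from limma). Some genes often used as mesenchymal markers were called, and in both directions. FN1 (ENSG00000115414) fell by 0.46 on the log2 scale (adjusted p = 0.0302 from limma). VIM (ENSG00000026025) rose by 1.13 (adjusted p = 0.037 from limma) and SNAI2 (ENSG00000019549) by 0.502 (adjusted p = 0.0282 from limma). The log2 fold change of VIM was 0.72 without control replicate 1 and 1.55 without control replicate 2. CDH2, TWIST1, SNAI1 and ACTA2 were not called (adjusted p from 0.138 to 0.331). The call of FN1 was lost without either control library or 72 h replicate 1 (adjusted p up to 0.118). That of VIM was lost without each library but control replicate 2 (adjusted p up to 0.142), and that of SNAI2 without each control and 72 h library (adjusted p up to 0.114). A list of 22 genes named here after epithelial junctions also holds other epithelial genes, ST14 and the keratin KRT18 among them. Of this list, CLDN4, ST14 and OCLN were lower at 72 h (log2 fold changes -1.02, -0.845 and -0.796) and KRT18 was higher (0.6). When adjusted over the list alone 7 were lower and 5 were higher, and camera gave an adjusted p = 0.905. The calls of CLDN4 and ST14 were kept without each library. That of OCLN, whose 3' UTR holds a match to the guide seed, was lost without control replicate 1 or either 72 h library (adjusted p up to 0.125), and that of KRT18 without each control and 72 h library (adjusted p up to 0.118). Of 127 measured genes in an EMT list, 24 were lower and 13 were higher (31 lower and 21 higher when adjusted over the list alone), with IGFBP3 itself left out of the list. Chance gives 12.1 lower genes, so the odds ratio was 2.25 (adjusted p = 0.0182, one-sided Fisher's exact test). Higher genes were in excess as well, with 13 against 4.52 by chance (odds ratio 3.16, adjusted p = 0.0133 from the same test), so the list held more called genes in both directions. The call among the higher genes was lost without control replicate 1 (2 genes, adjusted p = 1), without 72 h replicate 2 (2 genes, adjusted p = 1) and without 48 h replicate 1 or 2 (adjusted p = 0.118 and 0.112). It was also lost with an FPKM of at least 5 (adjusted p = 0.228), with no filter (0.632), in a fit on the compared groups alone (0.0901) and with unnamed gene models (0.0742). The call among the lower genes was lost without control replicate 1, where 5 genes were lower against 3.75 by chance (odds ratio 1.35, adjusted p = 1). It was also lost without control replicate 2, with 7 lower against 4.47 (odds ratio 1.61, adjusted p = 0.37), and without 72 h replicate 2, with 7 against 3.76 (odds ratio 1.93, adjusted p = 0.383). Without 72 h replicate 1, 11 were lower against 3.24 (odds ratio 3.72, adjusted p = 0.00306). With an FPKM of at least 5 and with no filter the odds ratios were 2.04 and 2.19, but the call was lost (adjusted p = 0.0742 and 0.42). The EMT list, recalled from a published hallmark gene set, had an NES of -1.38 between the 72 h and control libraries (permutation p = 0.0234, adjusted p = 0.18 over the lists). Between the 48 h and control libraries its NES was -1.69 (permutation p = 0.000334), with 39 genes lower and 20 higher (45 and 25 when adjusted over the list alone). At 48 h the list had an adjusted p = 0.521 from camera (0.757 with an estimated correlation) and 0.0368 from fry, which tests the list without regard to other genes. Chance gives 20.9 lower genes at 48 h (odds ratio 2.28, adjusted p = 0.00104 from a one-sided Fisher's exact test). The higher genes at 48 h were not tested in this way. By camera, which compares a list with all other genes, the EMT list had at 72 h an adjusted p = 0.905 in the upward direction (downward with quantile normalization), although its median (-0.08) and mean (-0.11) log2 fold changes were negative. The median over all tested genes at 72 h was -0.0489.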

In this study, GSEA analysis using our RNA-Seq data also revealed that IGFBP-3 expression level shows negative correlation with the EMT-related gene set: HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION (NES =  − 1.66, *p* value = 0.0, FDR *q* value = 0.0077) (Supplementary Fig. S5a). However, any significance was not observed in the gene set related to TGF-β signaling: KEGG_TGF_BETA_SIGNALING_PATHWAY (NES =  − 1.06, *p* value = 0.929, FDR *q* value = 0.365) (Supplementary Fig. S5b), suggesting that IGFBP-3 contributes to EMT induction, but that this may be independent of TGF-β signaling in SAS-Fucci cells.

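Of the transcripts of TGF-β signaling, that of the ligand TGFB1 (ENSG00000105329) had a log2 fold change at 72 h of -0.03 (standard error 0.10, adjusted p = 0.852 from limma). Its gene model is 1.76 times as long as the reference transcripts, and its sign was positive with quantile normalization (0.02) and without control replicate 1 (0.08). The receptor TGFBR1 (ENSG00000106799) had a log2 fold change of -0.34 (standard error 0.13, adjusted p = 0.131 from limma). TGFBR2 (ENSG00000163513), whose gene model is 1.57 times as long as the reference transcripts, had one of 0.32 (standard error 0.12, adjusted p = 0.129 from limma). At 48 h TGFBR2 was higher, at 0.68 (adjusted p = 0.00958 from limma), a call lost without 48 h replicate 2 (adjusted p = 0.0597), and without 72 h replicate 2 it was also called at 72 h (adjusted p = 0.0474). SMAD2 (ENSG00000175387) was at an FPKM of 2.19 ± 0.0332 (SD, n = 2) in control cells and 2.21 ± 0.0438 (SD, n = 2) at 72 h (adjusted p = 0.952 from limma). SMAD3 (ENSG00000166949) rose from 17.2 ± 0.850 (SD, n = 2) to 23.7 ± 0.315 (SD, n = 2), a log2 fold change of 0.44 (standard error 0.07, adjusted p = 0.0121 from limma). The call of SMAD3 was lost without control replicate 2 or either 72 h library (adjusted p up to 0.0664). The 3' UTRs of TGFBR1, SMAD2 and SMAD3 hold a match to the guide seed. The one searched for SMAD2 is 32870 bases long, so a match there is likely by chance. Of 53 measured genes in a list of the TGF-β pathway, 7 were lower and 3 were higher at 72 h (9 lower and 4 higher when adjusted over the list alone). The lower genes included THBS1 and the phosphatase subunit PPP2R1B (ENSG00000137713), at -0.98 (adjusted p = 0.00251 from limma), and the higher genes included the BMP target ID1 (ENSG00000125968), at 0.74 (adjusted p = 0.00732 from limma). The list had an NES of -1.09 between the 72 h and control libraries (permutation p = 0.345), and of -1.24 to -0.97 without each of the 4 libraries in turn. Its median log2 fold change at 72 h was -0.07, with an adjusted p = 0.806 from camera (0.948 with an estimated correlation) and 0.0577 from fry. Between the 48 h and control libraries its NES was -1.27 (permutation p = 0.13), with 14 genes lower and 3 higher (16 and 4 when adjusted over the list alone). By chance 8.72 of its genes would be lower at 48 h (adjusted p = 0.101 from a one-sided Fisher's exact test). At 48 h the list had an adjusted p = 0.311 from camera (0.757 with an estimated correlation) and 0.0213 from fry.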

IGFBP-3 with a secretory signal peptide sequence is secreted, and it is important to determine the effect of secreted IGFBP-3 on cell migration. Notably, decreased migratory potential caused by IGFBP-3 depletion was not rescued by two different origins of rhIGFBP-3 proteins in SAS-Fucci cells, suggesting that intracellular IGFBP-3 is crucial for regulating cell migration. In contrast, the decreased cell migration observed among IGFBP-3 knockdown cells was restored to some extent by the application of hypoxic-conditioned medium. Hypoxia has been shown to upregulate the levels of IGFBP-3, IL-8, ODZ1, and CXCR4, in a HIF-1α dependent manner^32,51–54^. Indeed, hypoxic-conditioned medium contained a higher concentration of IGFBP-3 protein (~ 30 ng/mL) than that under normoxia but this level was much lower than the concentration of exogenously applied rhIGFBP-3 (100 ng/mL) used in this study. Hence, this result indicates that other factors induced by hypoxia may upregulate migratory potential in IGFBP-3 knockdown cells. Further studies are needed to identify the hypoxia-inducing factor that may promote cell migration in SAS-Fucci cells.

How does intracellular IGFBP-3 influence migratory potential? Many studies have demonstrated that activation of AKT and ERK also enhances migratory potential by upregulating the expression of genes related to cell migration^33–38^. We found that MEK and AKT inhibitors significantly reduced migratory potential (Fig. 5), which is consistent with past studies. Moreover, we observed that IGFBP-3 depletion inhibited ERK activity and was correlated with reduced migratory potential. In contrast, phosphorylated AKT levels were higher in IGFBP-3 knockdown cells compared with control cells. This result suggests both ERK and AKT activation are essential for promoting cell migration in SAS-Fucci cells. ERK activity is upregulated via activation of EGFR signaling^46^. Lin et al. demonstrated that IGFBP-3 interacts with EGFR and DNA-PK in breast cancer cells, which facilitates DNA damage repair^47^. Moreover, both intracellular and extracellular IGFBP-3 has been shown to stimulate EGFR signaling via upregulation of sphingosine kinase 1 and activation of sphingosine 1-phosphate receptor 1 and 3^48^. Given the functional association of IGFBP-3 with EGFR, IGFBP-3 may activate EGFR signaling, thereby enhancing cell migration. Upregulation of phosphorylated AKT may also result from the IGF-I-dependent pathway because the increased level of phosphorylated AKT was abrogated by IGF-IR inhibition (Supplementary Fig. S6). In general, IGFBP-3 binds to IGF-I and inhibits the IGF-IR signaling pathway^4,5^. Hence, IGFBP-3 depletion may increase free IGF-I levels, thereby activating IGF-IR signaling. Our previous study has demonstrated that IGF-I activates ERK in an EGFR-dependent manner, but that it activates AKT in an EGFR-independent manner^46^. This may explain the discrepancy between AKT and ERK activities caused by IGFBP-3 knockdown. Further studies are required to elucidate the roles of ERK and AKT in IGFBP-3 knockdown SAS-Fucci cells. Another possibility might be attributed to the direct interaction with β1 integrin^49^. IGFBP-3 upregulates the integrin activity and its downstream intracellular signaling pathways including the focal adhesion kinase (FAK) signaling pathway^49^. FAK signaling subsequently activates the MEK/ERK signaling cascade^50^. Thus, intracellular IGFBP-3 could enhance the ERK activity via EGFR and/or FAK signaling, which may contribute to cell migration and cell proliferation at least in SAS-Fucci cells.

To the best of our knowledge, we have demonstrated for the first time that IGFBP-3 is involved in gene expression related to cell migration and cell growth using RNA-Seq analysis. IGFBP-3 promotes tumor cell migration, at least partially, by modulating the ERK activity in SAS-Fucci cells, regardless of cell-cycle phase. IGFBP-3 therefore likely plays an important role in tumor metastasis and growth in TSCC, and identifying underlying mechanisms will facilitate the development of novel therapeutic strategies for targeting IGFBP-3, especially in endophytic-type TSCC.

## Methods

### Cell line

The SAS and HSC-3 cell lines, derived from human tongue squamous cell carcinoma and metastatic lymph nodes originated in human tongue squamous cell carcinoma, was obtained from the Health Science Research Resources Bank (Sendai, Japan) and from Dr S. Abe (Nihon University), respectively. SAS-Fucci cells and HSC3-Fucci cells were established as described previously^27,55^. Cells were cultured in DMEM containing high glucose (4500 mg/L) (Sigma-Aldrich, St. Louis, MO) with 100 units/mL penicillin and 100 μg/mL streptomycin, supplemented with 10% fetal bovine serum (FBS). Cells were incubated at 37 °C in a humidified 5% CO_2_ atmosphere.

### siRNA treatment

Cells were seeded 24 h before treatment with either *IGFBP3* Stealth RNAi™ siRNA (5′-UCCCAACUGUGACAAGAAGGGAUUU-3′; 5 nM; Invitrogen, Carlsbad, CA), *IGFBP3* Silencer Select siRNA (5′-CAUUCAAAGAUAAUCAUCAUU-3′; 5 nM; Ambion, Austin, TX, USA), or Stealth RNAi siRNA Negative Control Medium GC Duplex #2 (5 nM, Invitrogen) along with Lipofectamine RNAiMAX Transfection Reagent (Invitrogen). Cells were incubated for a further 48 or 72 h prior to experiment. Cells that were incubated for 72 h before experiments had their growth medium exchanged for fresh culture medium after 48 h.

### Drug treatment

Following siRNA treatment, fresh culture media were replaced and cells were treated with specific inhibitors of either IGF-IR (NVP-AEW541, 5 μM for 30 min; Novartis Pharmaceuticals, Basel, Switzerland), MEK (PD98059, 20 μM for 90 min; Wako Pure Chemical Industries, Osaka, Japan), or AKT (MK-2206, 5 μM for 30 min; Cayman Chemical, Ann Arbor, MI). Cells were also treated with 100 ng/mL recombinant human IGFBP-3 from either of two sources for either 90 min or 24 h before further experimental manipulation; the first was #675-B3, derived from NS0 mouse myeloma cell line (R&D Systems, Minneapolis, MN) and the second was ab280941, derived from HEK293T, a human embryonic kidney cell line (Abcam, Cambridge, UK).

Recombinant human IGFBP-3 proteins were reconstituted in a solution of 0.1% bovine serum albumin (BSA) in sterile PBS prior to use.

### Time-lapse imaging

A BIOREVO BZ-9000 fluorescence microscope (Keyence) was used for time-lapse imaging. Images were obtained at 30 min intervals. During imaging, cells were kept in an incubation chamber at 37 °C in a humidified atmosphere containing 95% air and 5% CO_2_ (Tokai Hit, Fujinomiya, Japan). Images were overlaid using BZ-X Analyzer (Keyence) and individual cells were tracked using ImageJ software^56^ (https://imagej.nih.gov/ij/) to quantify the distance traveled during the observation. Total distance traveled was divided by the observation time, which is presented as the average distance. The duration of the red phase was measured as the time elapsed between the beginning of the red phase to the end in each siRNA-treated cell.

### Quantitative real-time polymerase chain reaction (qPCR)

Following siRNA treatment, total RNA was isolated from cells using an RNeasy Mini Kit (Qiagen, Hilden, Germany). Subsequently, cDNA was synthesized from the RNA using SuperScript IV VILO Master Mix (Thermo Fisher Scientific, Waltham, MA). Oligonucleotide sequences for *IGFBP3* amplification were: forward primer, 5′-AAATGCTAGTGAGTCGGAGGA-3′ and reverse primer, 5′-CTCTACGGCAGGGACCATATT-3′. qPCR was performed with PowerUp SYBR Green Master Mix (Invitrogen) and analyzed using Applied Biosystems 7300 Real-Time PCR System (Thermo Fisher Scientific).

### Western blot analysis

Cells were lysed using Mammalian Protein Extraction Reagent (M-PER) (Thermo Fisher Scientific) containing protease inhibitor cocktail (cOmplete tablet; Roche, Mannheim, Germany) and phosphatase inhibitor cocktail (PhosSTOP; Roche). Equal amounts of proteins from cell lysates were separated by SDS-PAGE and transferred to PVDF membranes. Membranes were blocked using 5% ECL blocking agent (GE Healthcare, Chicago, IL) in Tris-buffered saline containing 0.05% Triton X-100. Proteins of interest were detected using primary antibodies against phosphorylated forms of AKT (Ser473; Cell Signaling Technology, Danvers, MA) and ERK1/2 (PROMEGA, Madison, WI), and against IGFBP-3 (B-5; Santa Cruz Biotechnology, Dallas, TX), AKT (Cell Signaling) and β-actin (clone C4; Millipore, Billerica, MA). Following incubation with primary antibodies, membranes were incubated with horseradish peroxidase-conjugated secondary antibodies (Santa Cruz Biotechnology). Detected proteins were visualized with ECL Western Blotting Detection reagents (GE Healthcare). Protein expression levels were quantified using ImageJ^56^. Active MAPK/ERK and p-AKT expression levels were normalized to β-actin and total AKT protein levels, respectively.

### Immunofluorescence staining

Cells were fixed with 4% paraformaldehyde in PBS for 15 min. After washing with PBS, cells were permeabilized by incubating in PBS-T for another 15 min. After blocking with 10% normal goat serum (Thermo Fisher Scientific) for 30 min, cells were incubated for 1 h with IGFBP-3 antibody (Santa Cruz Biotechnology). Next, cells were washed PBS-T before being incubated with Alexa Fluor 647-conjugated goat anti–mouse IgG secondary antibody (Invitrogen) and Hoechst 33342 (Invitrogen) for 30 min. Cells were subsequently imaged with a fluorescence microscope.

### Flow cytometric analysis

After siRNA treatment, cells were trypsinized and centrifuged. After washing the resulting cell pellets in PBS, cells were fixed with 4% paraformaldehyde in PBS for 15 min on ice. Fixed cells were washed in PBS before being permeabilized with 0.05% Triton X-100 in PBS. Permeabilized cells were blocked with 10% normal goat serum (Thermo Fisher Scientific) for 30 min and stained thereafter with Hoechst 33342 (Invitrogen) for 10 min. Cells were filtered through a nylon mesh to generate single-cell suspensions. Samples were analyzed by FACS Canto II (BD Bioscience, Franklin Lakes, NJ) and FlowJo software (BD Bioscience).

For the EdU Assay, we used the Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay kit (Thermo Fisher Scientific). After siRNA treatment, cells were treated with 10 μM EdU and incubated for 1 h before being trypsinized. Cells were treated according to manufacturer’s protocol and analyzed with FACS Canto II and FlowJo software.

### Wound healing assay

Prior to time-lapse imaging, we dragged a 1250 μL pipette tip across a layer of confluent cells in the middle of a culture dish. The culture medium was replaced with fresh medium and images taken at two-hour intervals for 24 h under the same conditions as described above. Area of gap closure was measured using ImageJ software^56^. The closed area was calculated by subtracting the area at the indicated time from the area at 0 h. The percentage of closed area was normalized by the total area at 0 h in each group.

### Trans-well migration assay

Migration assays were performed with 24-well trans-well chambers (6.5 mm diameter, 8 μm pore size, Corning, Corning, NY). 8 × 10^4^ cells in 0.5% FBS-containing DMEM were seeded on the upper chamber while 10% FBS-containing DMEM was added in the lower well as a chemoattractant. After 18 h of incubation, cells that migrated were fixed with 4% paraformaldehyde and stained with crystal violet. The number of stained cells in in the entire field were counted and the percentage of migration was calculated by dividing the number of migrating cells in each group by the cell number in the control group.

### Cell proliferation assay

One thousand five hundred cells were seeded per well of a 96-well culture plate and incubated for 24 h before siRNA treatment as described. CCK-8 reagent (10 μL) from Cell Counting Kit 8 (Dojindo, Kumamoto, Japan) was added to each well and cells were incubated for an additional 1.5 h at 37 °C before absorbance was measured at 450 nm with a Multiscan FC Microplate Reader. Relative absorbance was calculated by subtracting the absorbance measured in cell-free medium from that in medium containing either IGFBP-3 knockdown or control cells.

### Hypoxic treatment

SAS-Fucci cells were seeded 24 h prior to hypoxic treatment. Hypoxic treatment was achieved by sealing culture dishes in an air-tight container with Anaeropack-Anaero 5% system (Mitsubishi Gas Chemical, Tokyo, Japan). The container was incubated at 37 °C for 24 h before the culture dishes were removed from the container. Hypoxic-conditioned medium was collected from the dishes and centrifuged to remove cells and cell debris. Normoxic-conditioned medium was obtained from dishes of cells incubated under normoxic conditions for the same duration. The supernatant was later used for either ELISA or cell treatment.

### ELISA

Human IGFBP-3 ELISA Kit from Abcam (ab211652) was used to measure the concentration of IGFBP-3 in culture medium. Culture medium was obtained from dishes and centrifuged to remove cells and debris from the medium. Samples were subsequently treated as required by the ELISA kit. Absorbance was measured with a Multiscan FC Microplate Reader, and sample concentrations were calculated from standard curve readings.

### RNA sequencing

Total RNA was extracted using the RNeasy Mini Kit (Qiagen). The RNA-Seq was performed by Azenta Japan (Tokyo, Japan) using a DNBSEQ-G400 (MGI Tech, Shenzhen, China). Hisat2 (version 2.0.1) was used to align the data to reference genome. Gene set enrichment analysis and gene ontology analysis were performed using the software GSEA (version 4.1.0; https://www.gsea-msigdb.org/gsea/index.jsp) and DAVID (https://david.ncifcrf.gov/tools.jsp), respectively.

### Statistical analysis

Differences in *IGFBP3* mRNA level were determined by qPCR, migratory potentials by cell tracking analysis and trans-well migration assay, the concentration of secreted IGFBP-3 by ELISA, and cell-cycle distribution and EdU incorporation by FACS analysis, were analyzed using either a two-tailed Student’s t-test, one-way ANOVA with Tukey’s multiple comparison test, or Kruskal–Wallis test with Dunn’s multiple comparisons test. The significance of differences in wound healing and in cell proliferation was determined using two-way ANOVA and Sidak’s multiple comparisons test. Kaplan–Meier survival analysis was performed on the TCGA dataset and the results evaluated using the log-rank test. Statistical analyses were performed using GraphPad Prism software (GraphPad Software, San Diego, CA); *p* values < 0.05 were considered statistically significant.

## Supplementary Information

Supplementary Figures.

## Data Availability

RNA-Seq data generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository, Accession Number GSE205275. The other datasets either generated and analyzed or just analyzed in this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Roles of IGFBP-3 in cell migration and growth in an endophytic tongue squamous cell carcinoma cell line
**Source:** Sci Rep. 2022 Jul 7;12:11503. doi: 10.1038/s41598-022-15737-y
**Supplement:** Supplementary file 1 — Supplementary Figures.

Supplementary Information

Roles of IGFBP-3 in cell migration and growth in an endophytic tongue squamous cell carcinoma cell line

Esther Feng Ying Ng, Atsushi Kaida*, Hitomi Nojima,

Masahiko Miura*

Department of Oral Radiation Oncology, Graduate School of
Medical and Dental Sciences, Tokyo Medical & Dental
University, Japan

Supplementary Figure S1 relevant to Figure 2

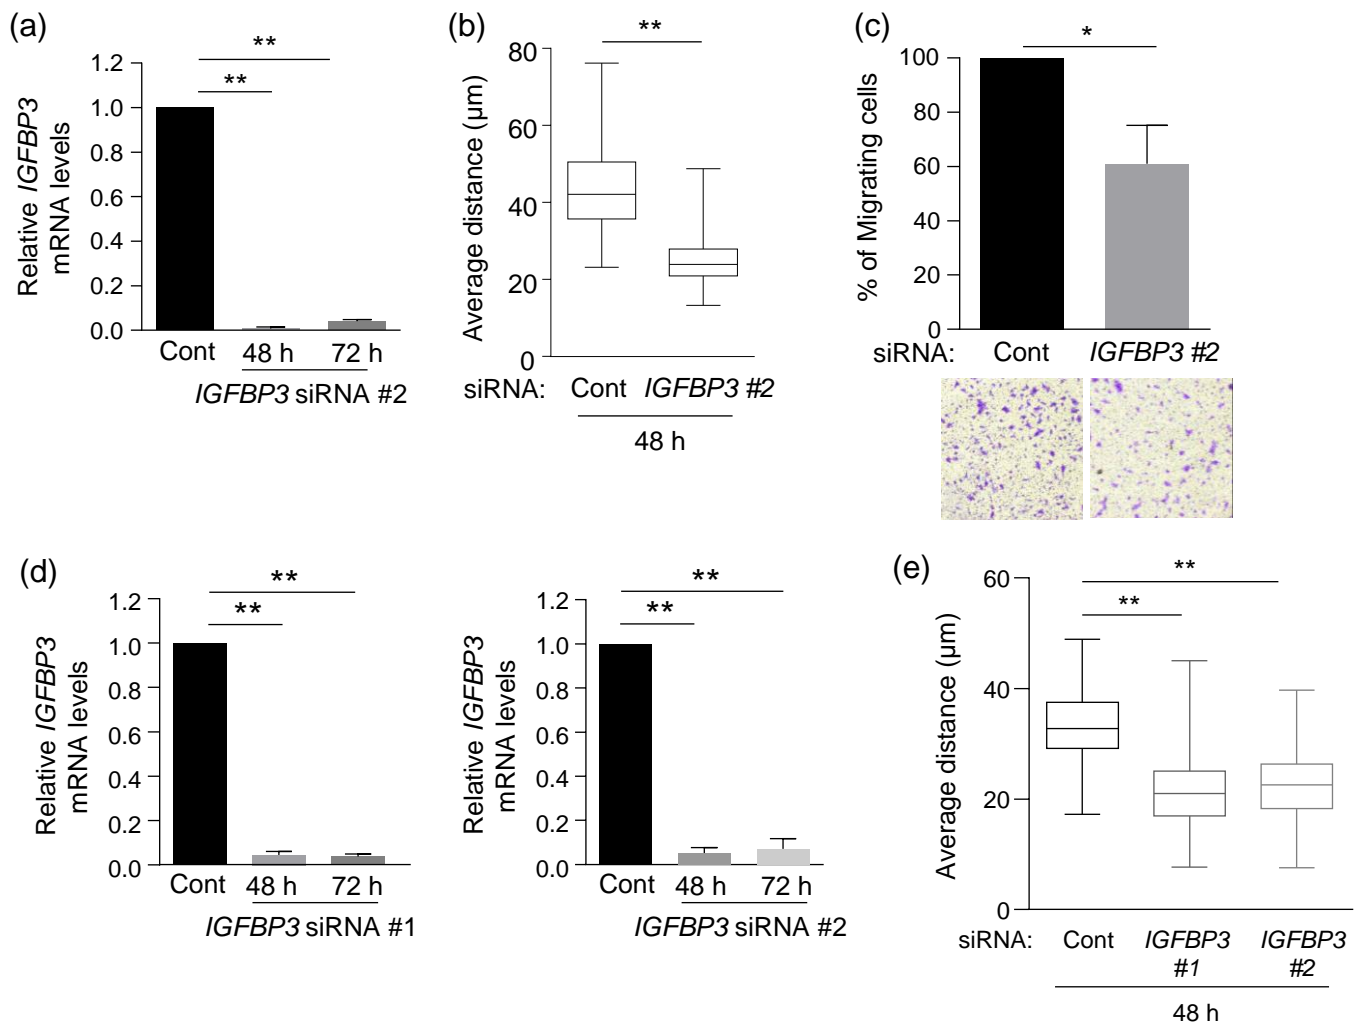

Supplementary figure S1. Reduced cell migration in IGFBP-3 knockdown cells. (a) *IGFBP3* mRNA levels determined by qPCR. SAS-Fucci cells were transfected with either non-targeted control (Cont) or *IGFBP3* siRNA #2 (48 or 72 h). Total mRNA was extracted either 48 or 72 h after siRNA treatment. Means $\pm$ S.D. ($n = 3$ independent experiments). (b) Average distance travelled by SAS-Fucci cells during a 10 h period 48 h after transfection with either non-targeted control (Cont) or *IGFBP3* siRNA #2. This distance is represented as a box and whisker plot showing outliers, distribution intervals, interquartile range (box), and median. Cell numbers in each group ranged from 159–200. Two independent experiments were performed, and representatives are shown here. (c) Quantitative analysis (top) and representative images (bottom) of trans-well migration assays using *IGFBP3*-knockdown (*IGFBP3* #2) and non-targeted control (Cont) SAS-Fucci cells (8×10^4 cells). Migrating cells in the entire field were counted 18 h later. Means $\pm$ S.D. ($n = 3$ independent experiments). (d) *IGFBP3* mRNA levels determined by qPCR. HSC3-Fucci cells were transfected with either *IGFBP3* siRNA #1 (left) and #2 (right) or non-targeted control siRNA (Cont) (48 or 72 h). Total mRNA was extracted either 48 or 72 h after siRNA treatment. Means $\pm$ S.D. ($n = 3$ independent experiments). (e) Quantification of average distance during 10 h using HSC3-Fucci cells 48 h after transfection with either *IGFBP3* siRNA #1 and #2 or non-targeted control siRNA (Cont). Each average distance is represented as a box and whisker plot showing outliers, distribution intervals, interquartile range, and median. Cell numbers in each group were 100. Two independent experiments were performed, and representatives are shown. * $p < 0.05$, ** $p < 0.01$; one-way ANOVA with Sidak's multiple comparisons test (a), Mann-Whiney U-test (b), two-tailed Student's t -test (c), two-way ANOVA with Sidak's multiple comparisons test (d), Kruskal-Wallis test with Dunn's multiple comparisons test (e).

Supplementary Figure S2 relevant to Figure 4

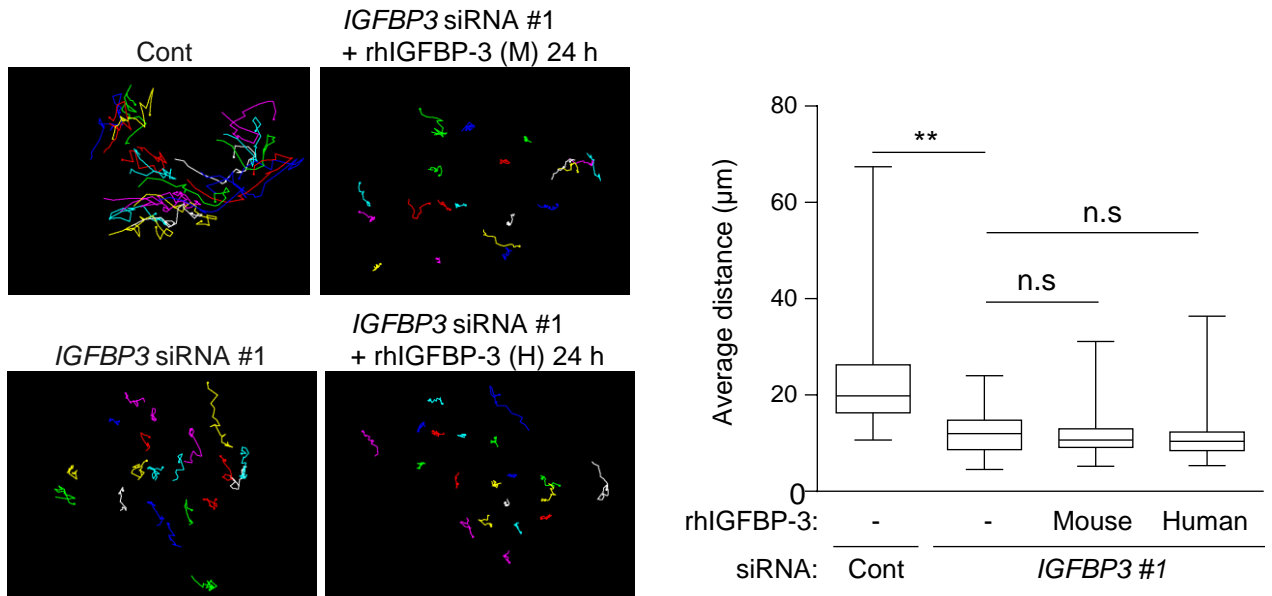

Supplementary figure S2. Non-significant effect of prolonged treatment with exogenous IGFBP-3 on cell migration. Representative images of individual cell tracks (left) and average distance traveled (right) by control (Cont) and IGFBP-3 knockdown (*IGFBP3* siRNA #1) cells with or without recombinant human IGFBP-3 (rhIGFBP-3) derived from either mouse or human cells. rhIGFBP-3 was added 48 h after siRNA treatment; cells were pre-treated with siRNA for 24 h before time-lapse imaging. Each colored line indicates the path taken by individual cell tracks during the observation period. Each average distance is represented as a box and whisker plot showing outliers, distribution intervals, interquartile range (box), and median. Cell numbers in each group ranged from 80–100. Either two or three independent experiments were performed, and representatives are shown here. * $p < 0.05$, ** $p < 0.01$; Kruskal-Wallis test with Dunn's multiple comparisons test.

Supplementary Figure S3 relevant to Figure 6

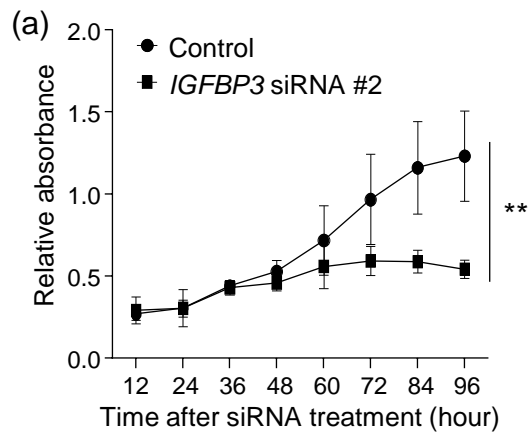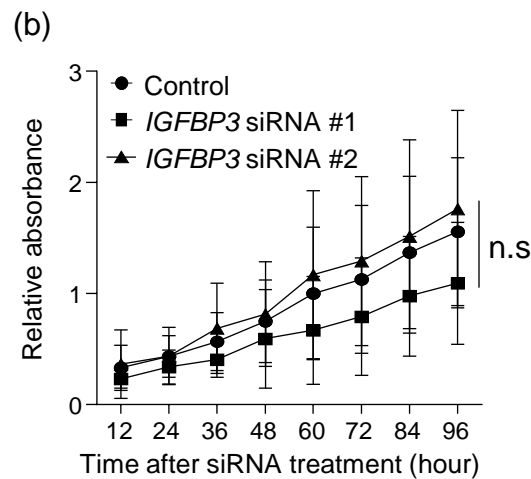

Supplementary figure S3. Reduced cell proliferation in IGFBP-3 knockdown SAS-Fucci cells but not HSC3-Fucci cells. (a and b) Quantitative analysis of cell proliferation assay using IGFBP-3 knockdown (*IGFBP3* siRNA #1 or #2) and non-targeted control (Cont) SAS-Fucci cells (a) and HSC3-Fucci cells (b). The Cell Counting Kit-8 assay was performed each time after siRNA treatment and relative absorbance was plotted. Means $\pm$ S.D. ($n = 3$ independent experiments). ** $p < 0.01$, two-way ANOVA with Sidak's multiple comparisons test (a, b).

Supplementary Figure S4 relevant to Discussion

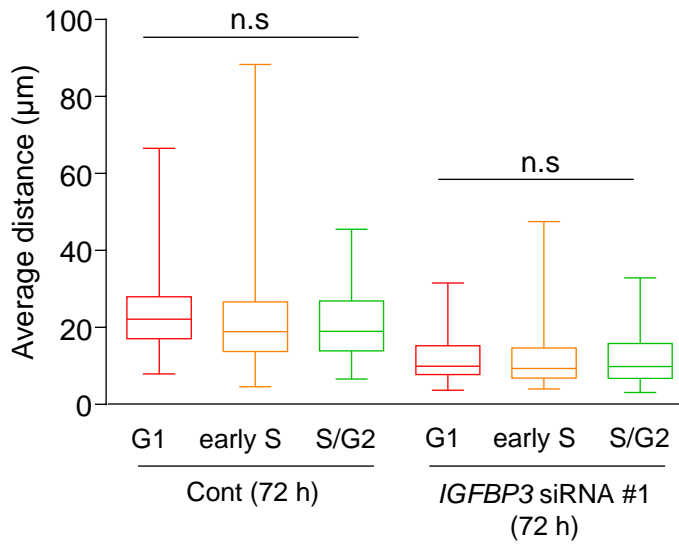

Supplementary figure S4. No difference in migratory potential between cell-cycle phases 72 h after siRNA treatment. Quantification of average distance of cells in each cell cycle phase using control (Cont) and IGFBP-3 knockdown (*IGFBP3* siRNA #1) cells at 72 h. Cells were classified as being in either G₁, early S, or S/G₂ according to fluorescent color and cell morphology. Each average distance is represented as a box and whisker plot showing outliers, distribution intervals, interquartile range (box), and median. The number of cells in each group ranged from 88–170 cells. Three independent experiments were performed, and representatives are shown here. n.s. (not significant); Kruskal-Wallis test with Dunn's multiple comparison test.

(a)

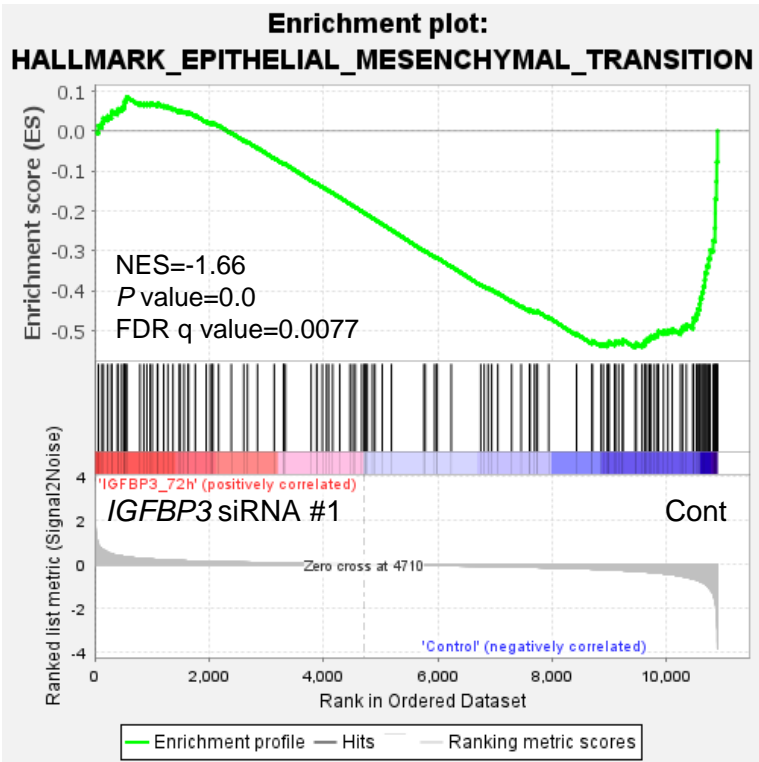

(b)

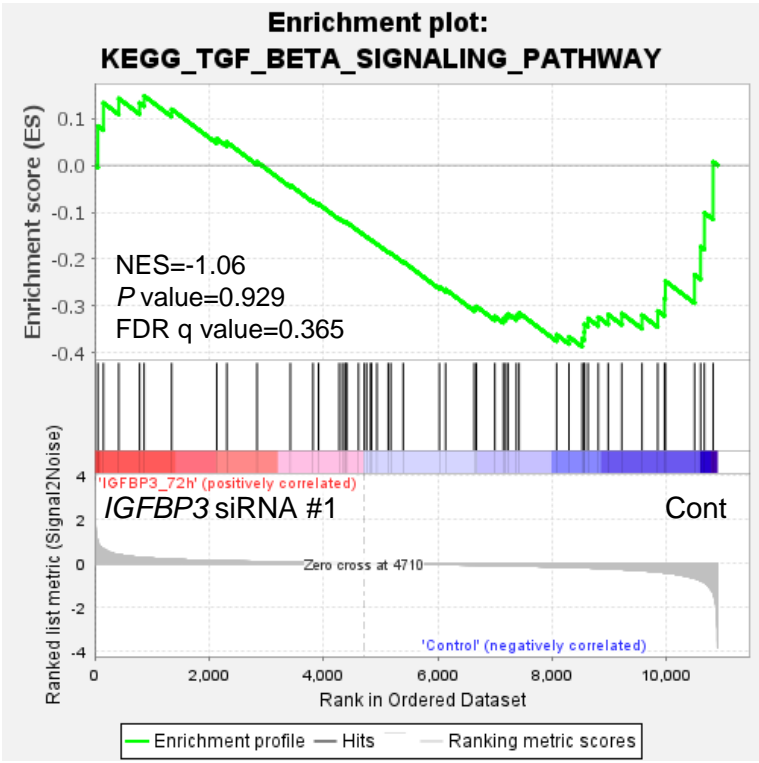

Supplementary figure S5. Correlation of IGFBP-3 expression with genes related to EMT but not TGF- β signaling. **(a and b)** GSEA of EMT (a) and TGF- β signaling (b) signatures between control (Cont) and IGFBP-3 knockdown (*IGFBP3* siRNA #1) cells. NES, normalized enrichment score; FDR, false discovery rate.

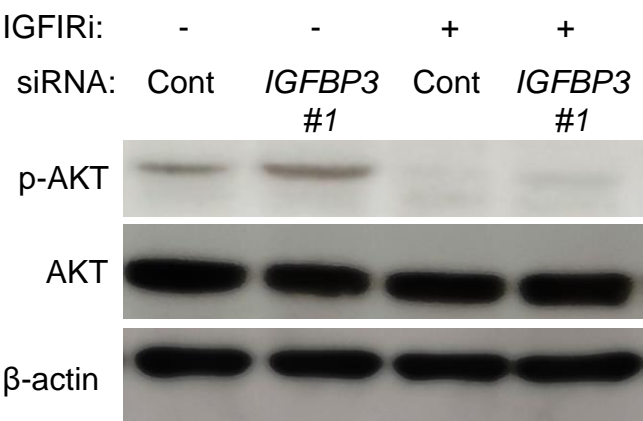

Supplementary figure S6. Abrogation of increased levels of phosphorylated AKT by IGFBP-3 depletion and IGF-IR inhibition. Western blotting for phosphorylated AKT (p-AKT), AKT, and β-actin in control (Cont) and IGFBP-3 knockdown (*IGFBP3* #1) cells in either the presence or absence of IGF-IR inhibitor (NVP-AEW541; IGFIRi, 5 μM). Cells were incubated with siRNA for 48 h. The inhibitor was added 30 min before cell lysates were extracted. Three independent experiments were performed, and representatives are shown. Uncropped blots are presented in Supplementary Fig. S7.

Supplementary Figure S7
relevant to Discussion

Fig.1c

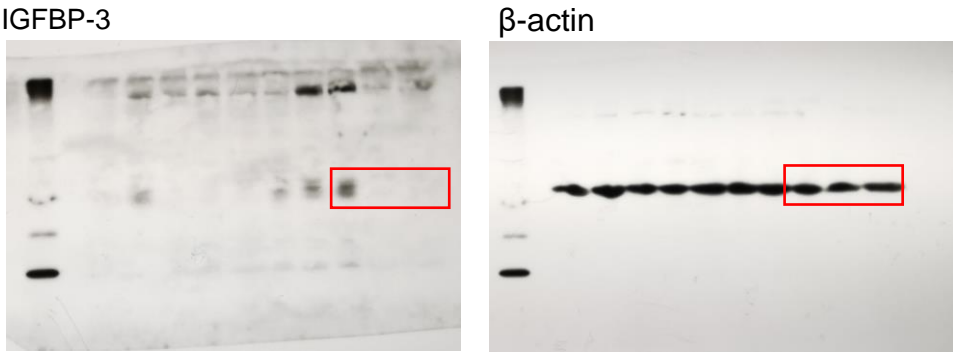

Fig.5a

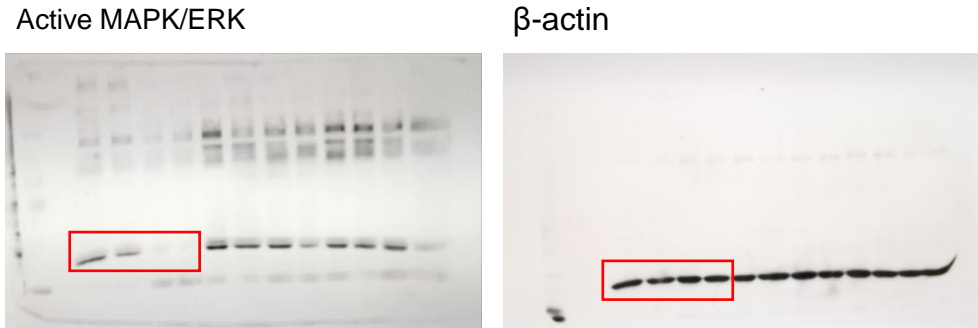

Fig.5b

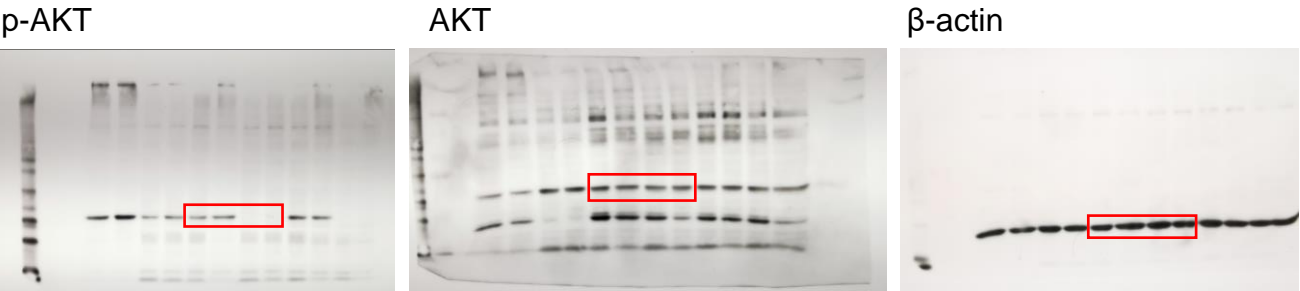

Supplementary fig.S6

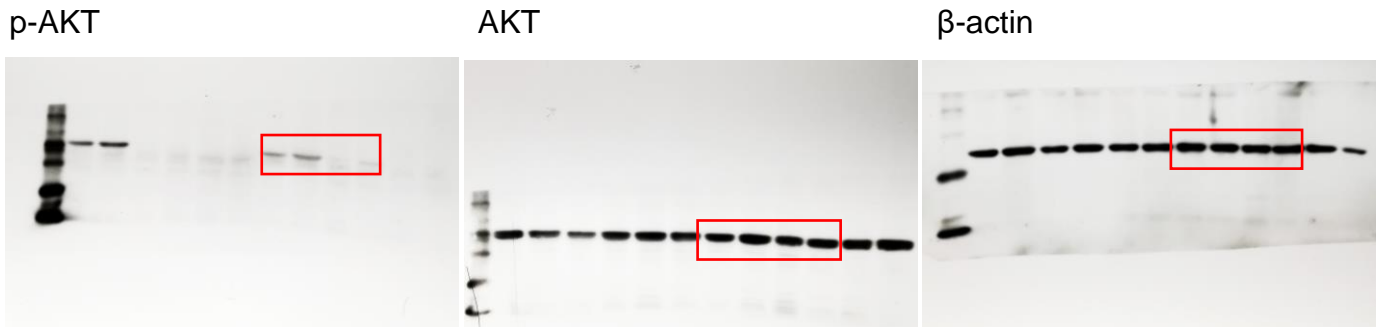

Supplementary figure S7. Uncropped western blot images in Fig. 1, Fig. 5, and Supplementary Fig. S6.

How the deposited data were processed for this re-analysis (not part of the article)

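RNA was sequenced from SAS-Fucci cells in 3 groups of 2 libraries: cells given non-targeted control siRNA, and cells at 48 h and at 72 h after transfection with IGFBP3 siRNA #1. The authors extracted the RNA with a column kit, had it sequenced by a company on a DNBSEQ instrument and aligned the reads with Hisat2 2.0.1. HTSeq 0.6.1, DESeq2 and GRCh38 are named in the submitters' processing notes without a role, and the annotation release, the handling of strands and any filter are not stated in the paper's text. The values used here are the authors' FPKM, given to 3 decimals for 66351 gene models in each library. FPKM times length summed to the same total in every library, and low values were whole multiples, within 0.1 read, of a step that gave the assigned reads of each library, from 17430745 to 21579544 with a median of 20056216.5.

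The 6831 gene models without a name were left out, a choice made after the number of genes called with and without them had been seen. Of the other 59520, the 11214 with an FPKM of at least 1 in at least 2 of the 6 libraries were tested. A pseudocount of 1 was added to the FPKM and the log2 values were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group and a trend of the variance over expression, on all 6 libraries at once. The comparisons were 48 h with control, 72 h with control and 72 h with 48 h, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The replicate numbers were not used as pairs. The calls were also tested on simulated data of the same size without a knockdown effect except planted changes. All simulated genes shared the same spread besides the sampling of reads and varied independently, a simpler setting than the real libraries. In the simulations, 93.8% of genes with a planted log2 change of 1 were called at 48 h and 95.4% at 72 h. Of those with a planted change of 0.5, 45.2% and 40.3% were called. Without a planted change, 14, 12 and 2 genes were called in the 3 comparisons.

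Gene lists were compared with all other genes by camera in limma with a preset correlation of 0.01, for the 23 of 27 lists with at least 5 tested genes, and p values were adjusted over the lists of a comparison. Lists were counted among the genes lower at 72 h by a one-sided Fisher's exact test with the tested genes as background, and, added after those results had been seen, among the genes higher at 72 h. Outside the plan, the same test was also run among the genes lower at 48 h. The NES was computed with fgsea 1.28.0 from the signal-to-noise metric of FPKM, with each SD at least 0.2 of the mean and 10000 permutations of genes. IGFBP3 was left out of every list. The lists were written from general knowledge, and the EMT and TGF-β lists were recalled from the gene sets the paper names rather than copied. The gene sets of Fig. 1g,h and the ontology terms of Fig. 1e,f were not used here. The genes named are a part of those given by a rule, which were IGFBP3, the genes the paper names (except 1 that is not reported here), the 10 largest falls and 10 largest rises at each time among called genes whose 2 knockdown libraries lay on the same side of both control libraries, and up to 4 genes with the smallest p of each list described. VIM, SNAI2, FN1, CDH2, TWIST1, SNAI1 and ACTA2 lie outside the rule and were chosen after values had been seen. Which lists to describe was decided after the list results had been seen.

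For each gene, the longest 3' UTR among its annotated coding transcripts, where at least 50 bases long, was searched. Matches to positions 2 to 8 of the guide strand of siRNA #1, taken as the antisense of the sequence in the methods, were counted. The difference in median log2 fold change was set beside that of every order of the same bases. Alternatives were pseudocounts of 0.1 and 5, no filter, an FPKM of at least 5, TPM, quantile normalization, fits on the compared groups alone, the replicate number as a block, a variance without trend, stricter thresholds, other set tests, other ranking metrics, other seeds and leaving out each library in turn. The inclusion of unnamed gene models, voom on the recovered reads and the scores without each library were added after the data had been seen. Where a group was left with 1 library, its spread was assumed to be that of the other groups. Of the tested genes, 7.7% have a length in the table over 1.5 times that of the reference transcripts, and 3947 of 19888 protein-coding genes are listed at 0 in every library, as are 10 of 13 mitochondrial mRNAs. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.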

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

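Of the tests in this part, those of single libraries behind the stress genes, of the length of the 3' UTR and of the genes without a seed match were chosen only after the result was seen.

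Lower genes outnumbered higher genes at both times, at 66.2% of the called genes at 48 h and 72.8% at 72 h. Among genes without a match to the guide seed 69.01% of the genes called at 72 h were lower, which argues against repression through the seed as the whole cause. With quantile normalization the lower share at 72 h was 55.01%, and after removing the trends of each library over GC content and length it was 57.6%. Both values at 72 h lie between those that would have decided. At 48 h, for which no such bound had been set, the shares were 50.8% and 54.28%, so after either step little of the excess was left there. Quantile normalization gives every library the same distribution and would remove a true excess as well, so an effect of scaling, of GC content or length, and a true excess of lower genes cannot be told apart. A response to the loss of IGFBP3 stays among the open explanations and was not tested apart from these. The same control libraries, whose time of harvest is not stated, cannot fully match both time points in time after transfection and medium exchange. Effects of these differences stay open too and were not tested.

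Genes whose 3' UTR holds a 7-base match to positions 2 to 8 of the guide strand of siRNA #1 were lower than others, a signal in features the paper does not analyse. To control for off-target effects the paper used siRNA #2 and states that it changed migration much as siRNA #1 did. It also reports lower migration of HSC3-Fucci cells and lower proliferation of SAS-Fucci cells with siRNA #1 and with siRNA #2. The values here do not bear on these results. The median log2 fold change of the 1168 genes with a match lay below that of the 8468 without by a difference of -0.118 at 48 h and -0.108 at 72 h. Among all 210 orders of the same bases, the real one included, the real one gave the lowest difference at both times, a share of 0.476% at 72 h and 0.476% at 48 h, the smallest that these orders can give. Every order gave a difference below 0, the highest being -0.00905 at 72 h, so genes with a match to any of these orders ran lower. Within bins of 3' UTR length and expression the difference of the real seed at 72 h was -0.0922, which argues against the length of the 3' UTR as the cause. Without such bins, the seeds of the passenger strand and of siRNA #2 gave -0.00585 and -0.0202. Medians at 72 h were -0.03 for genes without a match, -0.13 with 1 match and -0.20 with more. Repression of some transcripts through the seed of siRNA #1 may therefore contribute to the genes called lower, of which 236 at 72 h had a match against 117 by chance. The 117 does not take the length of the 3' UTR into account. All knockdown libraries received the same siRNA, and libraries with siRNA #2 were not analysed here, so this remains a hypothesis about part of the response.

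Of 24 genes of the endoplasmic reticulum stress response, which lie outside the genes the paper discusses, 10 were higher and 1 was lower at 48 h (median log2 fold change 0.25, adjusted p = 0.0255 from camera, 0.757 with an estimated correlation). Of the 24, 5 were lower and none was higher at 72 h than at 48 h (10 lower and 4 higher when adjusted over the list alone). The list as a whole was not called for 72 h against 48 h (adjusted p = 0.0592 from camera). There was thus no call that leaving out a library could end, and the values without each knockdown library decide nothing on single libraries. They were 0.101 without 48 h replicate 1, 0.0077 without 48 h replicate 2, 0.0518 without 72 h replicate 1 and 0.0436 without 72 h replicate 2. Time after transfection and the exchange of the medium differ between the same groups and were not tested.

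Between 72 h and 48 h, 455 genes differed (209 lower and 246 higher at 72 h) in the test of the difference itself. Without 48 h replicate 1 the number was 0 by limma, with 2148 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0684. It was 36 without 48 h replicate 2, 15 without 72 h replicate 2, 156 without 72 h replicate 1, 275 without control replicate 1 and 243 without control replicate 2. It was 18 with no filter, 177 with the replicate number as a block and 250 in a fit on the compared groups alone. With alternatives added after the data had been seen it was 98 with unnamed gene models and 1153 with voom. Genes called at both times in opposite directions numbered 11.

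The following lists stood out because camera called them on genes the paper does not discuss, or because 72 h and 48 h differed. With an estimated correlation camera called none of them. No list then had even an unadjusted p under 0.05 from camera in any comparison. This includes the stress list at 48 h, whose estimated correlation of 0.0295 lay near the preset 0.01. Values with an estimated correlation therefore decide little about a single list. The preset lay far below the estimates for cholesterol synthesis (0.775), G2 and mitosis (0.466), interferon response genes (0.437) and ribosomal proteins (0.398). For these lists the camera values with the preset may overstate the evidence. At 48 h, genes of cholesterol synthesis had a median log2 fold change of 0.314, lost without control replicate 2 (adjusted p = 0.866), without 48 h replicate 1 (0.142) and with quantile normalization (0.12). Genes of G2 and mitosis had one of -0.142 at 48 h, lost without control replicate 2 (adjusted p = 0.0601) and without 48 h replicate 1 (0.142). The stress list lost its call at 48 h without control replicate 2 (adjusted p = 0.0549) and with quantile normalization (0.062). Ribosomal protein genes had a median of 0.116 at 48 h, lost without control replicate 1 (adjusted p = 0.0842), and of 0.102 at 72 h, kept without each library, and with quantile normalization both calls were lost (0.141 and 0.092). Targets of ERK signaling had a median of -0.467 at 72 h, lost without control replicate 1 (adjusted p = 0.072), 48 h replicate 1 (0.0505) and 48 h replicate 2 (0.0508). Between 72 h and 48 h, the medians were 0.277 for genes of basal keratinocytes, 0.142 for genes of epithelial junctions, -0.379 for targets of ERK signaling, 0.141 for genes of G2 and mitosis and 0.164 for interferon response genes, all kept without each library in turn, while that of basal keratinocytes was lost with an FPKM of at least 5 (adjusted p = 0.0699).

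The largest rises lay outside the genes the paper discusses and were 3.19 on the log2 scale for SERPINB2 at 48 h and 3.00 for ALPP at 72 h, with gene models 1.78 and 1.74 times as long as the reference transcripts.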

How the results depend on the processing

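In this part, the inclusion of unnamed gene models, voom on the recovered reads, and the scores and seed differences without each library were chosen only after the results had been seen. With 2 libraries per group, each fit without a library leaves a group of 1, and the depth of 17430745 to 21579544 reads limits genes of low FPKM most. Of the 299 values answering a comparison under the alternatives, 201 kept their direction, their side of the threshold or a count within 1.5 times. Of the others 91 moved beyond that, 4 were no longer past the threshold, 2 were newly past it and 1 reversed. Of 3193 values of single genes and lists 2815 stayed in this sense, while 287 were no longer past the threshold, 55 were newly past it and 36 reversed. The cause was not tested for any change below unless stated. The 8-base seed match of the plan gave a difference with the same direction.

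Counts are given as lower and higher at 48 h, lower and higher at 72 h, different between 72 h and 48 h, and lower and higher at both times. With no filter they were 1009, 423, 274, 97, 18, 248 and 49 over more genes, and 9 lists were called at 48 h, the EMT NES was -1.184 and Fisher's exact test called 0 lists (5 at an unadjusted p under 0.05). With an FPKM of at least 5, 1224 genes were lower at 48 h, 680 at 72 h and 548 at both times over fewer genes, 4 lists were called at 72 h and the EMT NES was -1.301. With an adjusted p under 0.01 the counts were 704, 237, 240, 69, 13, 206 and 38, and with a log2 fold change of at least 1 they were 151, 50, 73, 38, 47, 48 and 12, both by construction. Quantile normalization gave 675 lower at 72 h and 548 at both times. Fits on the compared groups alone gave 250 different and 131 higher at both times. With the replicate number as a block there were 177 different, 9 lists between 72 h and 48 h and 4 lists among the genes lower at 72 h, although replicate numbers did not pair the libraries (correlations of -0.00322, 0.159 and -0.123). Unnamed gene models gave 98 different. Voom gave 1153 different, 9 lists at 48 h, 9 between 72 h and 48 h and 3 among the genes lower at 72 h, and genes lower by a log2 fold change of at least 1 gave 3. Camera with an estimated correlation called 0, 0 and 0 lists at 48 h, at 72 h and between them (0 each at an unadjusted p under 0.05), and fry called 9, 0 and 0 (10, 7 and 4 at an unadjusted p under 0.05). Scored at 48 h, the G1/S list had an NES of -1.385 and the migration list one of 1.128. The seeds of siRNA #2 and of the passenger strand gave -0.0202 and -0.00585.

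Without each library in turn, the counts ranged from 740 to 1617, 286 to 791, 285 to 785, 99 to 283, 0 to 275 (2148 at an unadjusted p under 0.05 by limma where 0 were called), 238 to 508 and 55 to 121. Lists called ranged from 3 to 7 at 48 h, 1 to 5 at 72 h, 7 to 8 between them and 0 to 5 among the genes lower at 72 h (the 0 with 1 list at an unadjusted p under 0.05 by Fisher's exact test, without control replicate 1 and without 72 h replicate 2). The NES ranged from -1.477 to -1.345 for EMT, -1.523 to -1.054 for G1/S, -1.237 to -0.9684 for the TGF-β pathway and -1.241 to -0.9927 for migration. The seed difference ranged from -0.117 to -0.0901 and the log2 fold change of IGFBP3 from -4.35 to -4.26 at 48 h and from -3.31 to -2.55 at 72 h.

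The log2 fold changes of these genes, none of them called, reversed with TPM (TGFB1 at 48 h, -0.000763) or with quantile normalization (GMNN at 48 h, -0.00226, and TGFB1 and BAX at 72 h, 0.0241 and 0.0112). Without single libraries the ranges at 48 h were -0.046 to 0.254 for PRKDC, -0.112 to 0.123 for TGFB1, -0.225 to 0.154 for HIF1A, -0.120 to 0.034 for CDT1 and -0.00911 to 0.0791 for GMNN. At 72 h they were -0.135 to 0.0393 for PRKDC, -0.151 to 0.0833 for TGFB1, -0.00472 to 0.0232 for SMAD2, -0.146 to 0.232 for HIF1A, -0.178 to 0.0262 for MAPK3 and -0.00741 to 0.192 for GMNN.

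Lists that changed direction had these adjusted p values from the set test. For migration they were 0.324 with fry at 48 h, and 0.957 with no filter, 0.872 with quantile normalization and 0.23 with fry at 72 h. For EMT at 72 h they were 0.637 with quantile normalization, 0.983 with voom, 0.181 with fry and 0.98 with IGFBP3 kept in the list, and for G2 and mitosis 0.904 with fry. Without single libraries the ranges at 72 h were 0.608 to 0.96 for migration, 0.688 to 0.977 for EMT, 0.0058 to 0.934 for G2 and mitosis, 0.619 to 0.977 for growth factors and 0.594 to 0.96 for the TGF-β pathway, and between 72 h and 48 h 0.386 to 0.995 for migration and 0.152 to 0.995 for G1/S.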

Differences from the paper's values

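The paper gives the NES of the EMT gene set between IGFBP-3 knockdown and control cells without naming the time, and the order of the groups behind the sign of its scores is not stated in its text. The score is below 0 both in the paper and here, where the control is subtracted from the knockdown. Its size is 1.66 in the paper, the paper's value. Here, with a list recalled from that set, it is 1.38 at 72 h, the time chosen for this value before the data were examined. Of the alternatives set before the data were examined, the comparison of 48 h with control gave a size of 1.69, which differs from the paper's value by less than the error. The values at 72 h with the list ranked by log2 fold change (1.383), no filter (1.184), an FPKM of at least 5 (1.301), log2 values in the metric (1.311), IGFBP3 kept in the list (1.441) and TPM (1.358) differ from it by more than the error. The error of this comparison, the SD of 0.0618 over the scores without each library, was chosen only after those scores had been seen. It is a spread of scores that share libraries, not a standard error. It also leaves out the use of a recalled list for the paper's set. Whether a value lies within or beyond it therefore does not decide if the scores truly differ.

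The paper states that the level of IGFBP-3 is negatively correlated with the EMT set and prints a small FDR q value. The list here had a permutation p = 0.0234 and an adjusted p = 0.18 at 72 h and a permutation p = 0.000334 at 48 h. The same list was called among the genes lower at 72 h by Fisher's exact test (24 genes, adjusted p = 0.0182). This call was lost without control replicate 1 (adjusted p = 1), control replicate 2 (0.37) and 72 h replicate 2 (0.383), with an FPKM of at least 5 (0.0742) and with no filter (0.42). The list was called among the genes higher at 72 h too (13 genes, adjusted p = 0.0133, up to 1 without control replicate 1 or 72 h replicate 2). The paper states that genes lowered at 72 h belong to processes of migration and growth. The migration list here held 11 of 88 lower genes (adjusted p = 0.505 from Fisher's exact test) and the growth list 9 of 43 (adjusted p = 0.0686). Of the settings run, the migration list was called without 72 h replicate 1 (adjusted p = 0.00306), and the growth list was called without 72 h replicate 1 (0.00416), without control replicate 2 (0.05 after rounding up), with an FPKM of at least 5 (0.0229) and with the replicate number as a block (0.0351). The paper's ontology terms were not used here.

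The paper reports scores below 0 with small p values for its sets of migration and of G1/S genes. The lists here had scores of -1.07 for migration (permutation p = 0.36) and -1.25 for G1/S (permutation p = 0.126), with the control subtracted from the knockdown. As the order of the groups in the paper's scores is not stated in its text, the signs alone do not show whether the directions match. The G1/S score had a permutation p under 0.05 without control replicate 1 (-1.52, p = 0.0105) and at 48 h (-1.385, p = 0.046). Camera called the G1/S list at 72 h with no filter (0.000895), an FPKM of at least 5 (0.041), TPM (0.0495), quantile normalization (0.0313), without control replicate 1 (0.00186) and without 72 h replicate 2 (0.00623), from an adjusted p of 0.0693. It did not call the list with an estimated correlation (0.948), without control replicate 2 (0.496) or without 72 h replicate 1 (0.561). The paper words these scores as a negative correlation with the level of IGFBP-3. At 72 h, 13 genes were lower and 1 was higher in the G1/S list, 24 and 13 in the EMT list and 11 and 7 in the migration list. At 48 h, where IGFBP3 was lowest, these numbers were 23 and 4, 39 and 20, and 13 and 14, and the migration list had a score above 0 (NES 1.128).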

Other observations

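The genes and lists in this part were taken up after the results of all lists had been seen. Several targets of ERK signaling fell at 72 h. ETV4 (ENSG00000175832), a transcription factor induced by ERK, was at an FPKM of 17.0 ± 0.00283 (SD, n = 2) in control cells, 23.6 ± 0.905 (SD, n = 2) at 48 h and 8.09 ± 1.17 (SD, n = 2) at 72 h, a log2 fold change of -0.99 (standard error 0.10, adjusted p = 0.00354 from limma) at 72 h. SPRED1 (ENSG00000166068), whose 3' UTR holds a match to the guide seed, fell by 0.84 (adjusted p = 0.0105 from limma, 0.0574 without 72 h replicate 2), and HBEGF (ENSG00000113070) fell by 0.70 (adjusted p = 0.0126 from limma, up to 0.059 without control replicate 1 or 72 h replicate 2). Of 23 genes in the list, 6 were lower and none was higher at 72 h (11 lower when adjusted over the list alone). Chance gives 2.19 lower genes (adjusted p = 0.0686 from Fisher's exact test), and fry gave an adjusted p = 0.0568. The NES was -1.942 (adjusted p = 0.00306 from permutation). Camera called the list at 72 h (adjusted p = 0.0281, 0.948 with an estimated correlation). The adjusted p of the list ranged from 0.00064 to 0.948 over the alternatives, and the call was lost without control replicate 1 (0.072), 48 h replicate 1 (0.0505) and 48 h replicate 2 (0.0508). Without the 4 genes with a match to the guide seed it was 0.0667. At 48 h, the time at which the paper measured active ERK by western blotting, 2 genes were lower and 4 were higher over all genes and over the list alone (adjusted p = 0.474 from camera), with a median of 0.06 and a mean of -0.12. The difference of the list between 72 h and 48 h had an adjusted p = 8.32e-05 from camera (0.548 with an estimated correlation).

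At 48 h, stress genes rose besides CHAC1. ATF4 (ENSG00000128272) rose by 1.31 (standard error 0.14, adjusted p = 0.00248 from limma) and PPP1R15A (ENSG00000087074) by 0.73 (standard error 0.07, adjusted p = 0.00178 from limma). Of 24 genes of the stress list 10 were higher and 1 was lower at 48 h, also when adjusted over the list alone (adjusted p = 0.0255 from camera, 0.757 with an estimated correlation, 0.0549 without control replicate 2). Of 21 genes of cholesterol synthesis 2 were higher (0 over the list alone by limma, adjusted p = 0.0419 from camera, 0.757 with an estimated correlation of 0.775, 0.636 from fry, 0.866 without control replicate 2 and 0.142 without 48 h replicate 1). Of 75 ribosomal protein genes 2 were higher at 48 h and 3 at 72 h (0 over the list alone by limma at both times, adjusted p = 0.00163 and 5.37e-06 from camera, the first 0.0842 without control replicate 1). With an estimated correlation of 0.398 they were 0.757 and 0.948, with quantile normalization 0.141 and 0.092, and from fry 0.294 and 0.257. The keratins KRT5, KRT14 and KRT17 were higher at 72 h than at 48 h by 1.11, 1.00 and 1.24 (adjusted p = 0.0126, 0.0204 and 0.00980 from limma), and the interferon response genes IFIT1 and IFIT2 by 1.08 and 0.84 (adjusted p = 0.0126 and 0.0295 from limma). None of the 19 named genes that differed between the times kept its call without each library, and without 48 h replicate 1 limma called none of all genes (smallest adjusted p = 0.0684, 2148 genes at an unadjusted p under 0.05). Between 72 h and 48 h, 4 of 15 genes of basal keratinocytes were higher (8 higher and 2 lower over the list alone, adjusted p = 0.00556 from camera). So were 3 of 22 genes of epithelial junctions (7 over the list alone, adjusted p = 0.00556 from camera). Of 23 interferon response genes, 6 were higher (9 higher and 2 lower over the list alone, adjusted p = 0.00285 from camera). By limma 0 of 56 genes of G2 and mitosis were higher (8 over the list alone, adjusted p = 4.55e-06 from camera). With an estimated correlation the adjusted p values of these lists from camera were 0.548 to 0.773, and those from fry were 0.15 to 0.271. The estimated correlations of the interferon and the G2 and mitosis lists, 0.437 and 0.466, lay far above the preset.

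SPHK1 (ENSG00000176170), a sphingosine kinase gene that the paper discusses, fell at 72 h from an FPKM of 9.81 ± 0.452 (SD, n = 2) to 3.39 ± 0.873 (SD, n = 2), a log2 fold change of -1.31 (standard error 0.16, adjusted p = 0.00653 from limma). EGFR (ENSG00000146648), whose 3' UTR holds a match to the guide seed, rose by 0.66 (adjusted p = 0.00709 from limma) at 48 h and 0.65 (adjusted p = 0.0125 from limma) at 72 h, the second lost without control replicate 2 or either 72 h library (adjusted p up to 0.0671). PARVB (ENSG00000188677), which the paper names from earlier work and whose 3' UTR holds a match to the guide seed, rose at 48 h by 0.28 (adjusted p = 0.0291 from limma), a call lost without each control and 48 h library (adjusted p up to 0.121). Of the other genes the paper names, IGF1R, ITGB1, PTK2, AKT1, ACTB and S1PR3 were called at neither time (adjusted p from 0.0943 to 0.908), though with quantile normalization ACTB was called at both times, as with voom, which also called S1PR3 at 72 h. AC004556.2, a model on an unplaced contig with a length 22.3 times that of its reference transcripts, rose with H19 at 72 h by 2.35, with nearly the same values. Of the EMT genes without a match to the guide seed, 20 of 115 were lower at 72 h (adjusted p = 0.0387 from a one-sided Fisher's exact test).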
